# Oligodendrocyte precursor cells facilitate neuronal lysosome release

**DOI:** 10.1038/s41467-025-56484-8

**Published:** 2025-01-30

**Authors:** Li-Pao Fang, Ching-Hsin Lin, Yasser Medlej, Renping Zhao, Hsin-Fang Chang, Qilin Guo, Zhonghao Wu, Yixun Su, Na Zhao, Davide Gobbo, Amanda Wyatt, Vanessa Wahl, Frederic Fiore, Szu-Min Tu, Ulrich Boehm, Wenhui Huang, Shan Bian, Amit Agarwal, Marcel A. Lauterbach, Chenju Yi, Jianqin Niu, Anja Scheller, Frank Kirchhoff, Xianshu Bai

**Keywords:** Oligodendrocyte, Neural ageing

## Abstract

Oligodendrocyte precursor cells (OPCs) shape brain function through many non-canonical regulatory mechanisms beyond myelination. Here we show that OPCs form contacts with their processes on neuronal somata in a neuronal activity-dependent manner. These contacts facilitate exocytosis of neuronal lysosomes. A reduction in the number or branching of OPCs reduces these contacts, which is associated with lysosome accumulation and altered metabolism in neurons and more senescent neurons with age. A similar reduction in OPC branching and neuronal lysosome accumulation is seen in an early-stage mouse model of Alzheimer’s disease. Our findings have implications for the prevention of age-related pathologies and the treatment of neurodegenerative diseases.

## Abstract (web summary)

Oligodendrocyte precursor cells (OPCs) play a multifaceted role in the brain. Here, the authors show that OPCs regulate neuronal metabolism by forming contacts with neuronal somata, facilitating lysosomal release from neurons.

## Introduction

Oligodendrocyte precursor cells (OPCs) exhibit complex morphology with small cell bodies and branched, motile processes that survey their local microenvironment^1^. OPCs sense neuronal activity through the expression of glutamatergic and GABAergic receptors on their post-synaptic terminals^2–5^. Under pathological conditions, including acute brain injury or epilepsy, where neuronal activities are often increased^6,7^, OPCs become hypertrophic, elevating their morphological complexity^8,9^. Besides potential differentiation into oligodendrocytes, whether OPCs exert other functions through increasing morphological complexity remains unknown.

Recent studies unveil diverse pathways for OPC-neuron interactions, particularly between OPC processes and different compartment of neurons^10^, including GABA release to neurons in the hippocampus via synaptic complexes^11^, synaptic pruning by phagocytosing axonal terminals during development^12^, and putative modulation of action potential propagation through contacts at the nodes of Ranvier^13^. However, considering the complex morphology of OPCs and the densely populated neurons in the brain, we asked whether there is a mode of communication between OPCs and neurons potentially through alternative physical contacts such as direct interactions with neuronal somata.

Here, we show that OPCs form direct contact on neuronal somata and the prevalence of such contact is neuronal activity-dependent. Further ultrastructural and functional analysis of these contacts reveals that OPC-neuron contact facilitates the exocytosis of neuronal lysosomes, thereby influencing neuronal metabolism and senescence. Our findings portend an OPC-based clinical strategy for preventing aging-related pathologies and the treatment of neurodegenerative diseases in which neuronal lysosomal function is compromised.

## Results

### OPCs prefer active neurons for process-somata contact

To explore the spatial relationship between OPC processes and neurons, we performed triple immunostaining for PDGFRα, GFP (recognizing EYFP) and NeuN in adult NG2-EYFP (NG2^EYFP^) mouse brains (Fig. 1A). The GFP^+^PDGFRα^+^ OPCs exhibited a ramified morphology, with several processes making contact with NeuN^+^ neuronal somata (Fig. 1B, C). These contacts were commonly observed in the majority, if not all, of the neurons (90.9–99.3%) across various regions of gray matter, including the cortex, hippocampus, thalamus, hypothalamus, and amygdala, in both developing and adult brains (Fig. 1C, Supplementary Figs. 1, 2). The prevalent presence of OPC process-somata contacts (PSCs) was further confirmed through ultrastructural analysis of mouse visual cortex^14^ (at least 59 %) and human cortex^15^ (at least 59–86% in cortical layer 2-6), using publicly available databases (Fig. 1D–F).

**Fig. 1:**
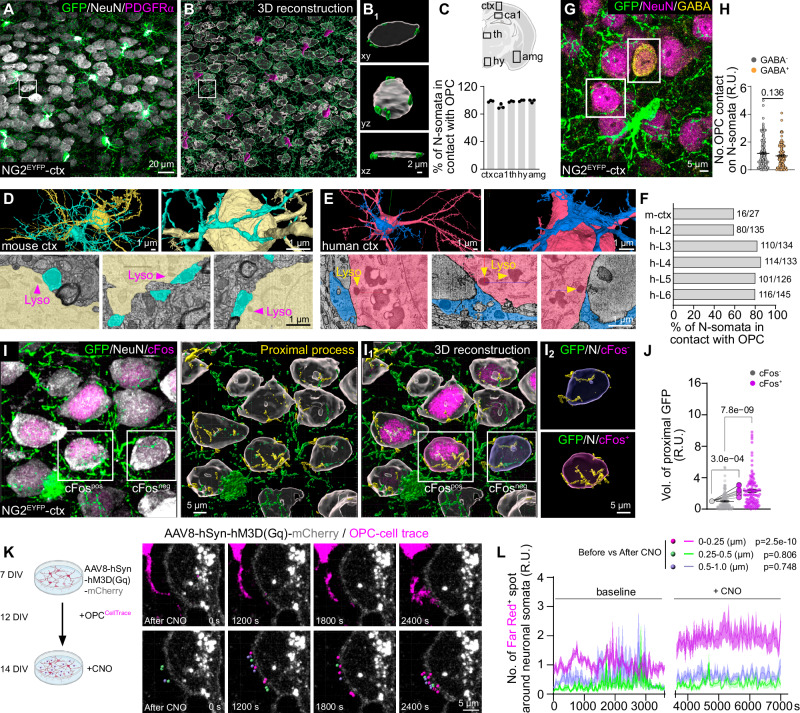
OPC processes contact neuronal somata with a preference for active neurons. **A, B** Immunostaining and 3D reconstruction of OPCs and neurons with GFP, PDGFRα and NeuN antibodies in coronal brain slices of NG2^EYFP^ mice. **B**_**1**_ Exemplary images of process-somata contact (PSC) between OPCs and neurons from the boxed area of **B**, shown in three directions. **C** Percentage of neurons with PSCs in the cortex (ctx), hippocampal CA1 region (ca1), thalamus (th), hypothalamus (hy) and amygdala (amg) (*N* = 3 mice). **D**–**F** Ultrastructural images (**D**, **E**) and quantification (**F**) of PSCs in mouse (**D**) and human cortex (**E**). **G**, **H** Immunostaining and quantification of OPC (GFP^+^) contacts on GABAergic (GABA^+^) and non-GABAergic (GABA^-^) neurons in NG2^EYFP^ mice (127 GABA^-^ neurons and 109 GABA^+^ neurons from 5 mice, normalized to GABA^-^ neurons, two-sided unpaired *t* test). **I** Immunostaining of OPCs and neurons with GFP and NeuN in the cortex of NG2^EYFP^ mice. Neuronal activity was indicated with cFos (magenta) immunoreactivity and contacting processes were indicated in yellow. **I**_**1**_ 3D-reconstruction of neuronal somata and OPCs. OPC processes contacting neuronal somata were indicated in yellow. **I**_**2**_ Exemplary cFos^+^ and cFos^-^ neurons with OPC contacts. **J** Quantification of relative volume of OPC processes (GFP^+^) contacting cFos^+^ and cFos^-^ neurons (normalized to cFos^-^ cells). (117 cFos^-^ cells and 118 cFos^+^ cells from 8 mice, two-sided unpaired t-test for cells (small dots) and two-sided paired t-test for mice (large dots)). **K** Live-imaging of neuron (hM3D(Gq)-mCherry^+^)-OPC (CellTrace^+^) interaction before and after CNO application. **L** The relative number of processes contacting (0–0.25 µm), near (0.25–0.5 µm) and far from (0.5–1.0 µm) the neurons were quantified and compared before and after CNO application (5 cells/5 independent experiments, one-way ANOVA, Multiple comparison). R.U.=relative units, normalized to the controls (5 cells/5 independent experiments, in each experiment OPCs are prepared from 4 pups). Data are shown as mean ± SEM in **C**, **H**, **J,** and **L**. Source data are provided as a Source Data file. Created in BioRender. Fang, L. (2025) https://BioRender.com/n88b804.

During the analysis, we noticed a variability in the number of contacts among neurons. However, both excitatory (NeuN^+^GABA^-^) and inhibitory neurons (NeuN^+^GABA^+^) had a similar contact frequency (Fig. 1G, H). Given that OPCs sense neuronal activity^10,16^, we next explored the correlation between neuronal activity and the number of PSCs. We distinguished between active and less/non-active neurons based on their immunoreactivity to cFos (Fig. 1I), an immediate-early gene and well-established marker of cellular activity^17,18^, and labeled OPC processes with GFP antibodies in NG2^EYFP^ mice or NG2 antibodies in the wild type mice (Supplementary Fig. 3). We found that cFos^+^ active neurons had approximately twice as many PSCs compared to cFos^-^ less/non-active neurons (Fig. 1I, J; Supplementary Fig. 3), suggesting that OPCs preferentially contact active neurons. To further investigate the causal link between neuronal activity and PSC formation, we employed a chemogenetic approach to activate cortical neurons (Supplementary Fig. 4) or OPCs (Supplementary Fig. 5). In the ipsilateral cortex of mice with increased neuronal activity, OPCs increased morphological complexity and neurons formed three times more PSCs than those in the contralateral side (Supplementary Fig. 4). However stimulation of OPCs did not change the frequency of PSC formation on neurons (Supplementary Fig. 5), suggesting that PSC formation is primarily driven by neuronal activity. To substantiate this observation, we used neuron-OPC co-culture system, where neurons were activated with AAV8-hSyn-hM3D(Gq)-mCherry and CNO (Clozapine N-oxide) (Fig. 1K). In response to the neuronal activation, we followed the recruitment of OPC processes towards neuronal somata by confocal laser-scanning microscopy (Supplementary Videos 1, 2). Based on the distance between OPC processes and the neuronal surface, processes were classified into three subgroups (Fig. 1L): 0–0.25 µm (proximal, magenta), 0.25–0.5 µm (medial, green), and 0.5–1.0 µm (distal, blue), with the relative volume of processes in each category quantified. While neuronal stimulation (Supplementary Fig. 6) increased the volume of proximal processes (magenta, Fig. 1K, L), that of medial and distal processes remained unchanged. These results strongly suggest that neurons attract OPC processes to their somata in an activity-dependent manner.

### OPC contact facilitates neuronal lysosome release

To explore the physiological significance of PSCs, we further analyzed the ultrastructural images and observed electron-dense organelles in neurons, highly likely lysosomes, closely positioned near the contact sites (distance ranging 60–90 nm and 100–400 nm in mouse and human cortex, respectively) (Fig. 1D, E). The identity of these organelles was confirmed as lysosomes (LAMP1^+^), visualized with stimulated emission depletion (STED) super-resolution microscopy, positioned near the contact site (Fig. 2A, B). Lysosomes vary in size, with smaller, ready-to-be-released lysosomes typically located closer to the plasma membrane^19^. Thus, we quantified the volumes of individual neuronal lysosomes and measured their shortest distance to the contact site (Fig. 2C, D). A strong correlation was found between lysosome size and proximity to the opposing OPC surface, with smaller lysosomes positioned closer to the contact site (Fig. 2D, E), suggesting that PSCs may promote lysosome exocytosis. To address this possibility, we imaged neuronal lysosome trafficking in a neuron-OPC co-culture (Fig. 2F). Lysotracker, a dye that labels low-pH organelles such as lysosomes^20^, was applied before imaging. We observed lysosomes being recruited to the PSC site (Fig. 2F), accompanied by a decrease in lysosomal fluorescence intensity (FI). A few minutes later, this lysosome moved back into the cytosol with its FI restored, presumably being recycled (Fig. 2F) (Supplementary Video 3), suggesting this lysosome may have experienced exocytosis at the OPC-contact site. To confirm and quantify the exocytosis, we added Alexa647-anti-LAMP1 antibodies to the medium, which bind to the luminal domain of Lamp1, exposed during lysosomal exocytosis. Given that active neurons form more PSCs, we increased neuronal activity with AAV8-hSyn-hM3D(Gq)-mCherry combined with CNO (Fig. 2G) (Supplementary Videos 4–6). Neurons with OPC contacts (N + OPC) exhibited significantly higher levels of lysosome exocytosis compared to neurons co-cultured with OPCs without contacts (N + OPC/without contact) or neurons cultured alone (Fig. 2G, Supplementary Fig. 7). Notably, exocytosis was more frequent near OPC contact sites (<1 µm), suggesting OPC contacts facilitate neuronal lysosome exocytosis.

**Fig. 2:**
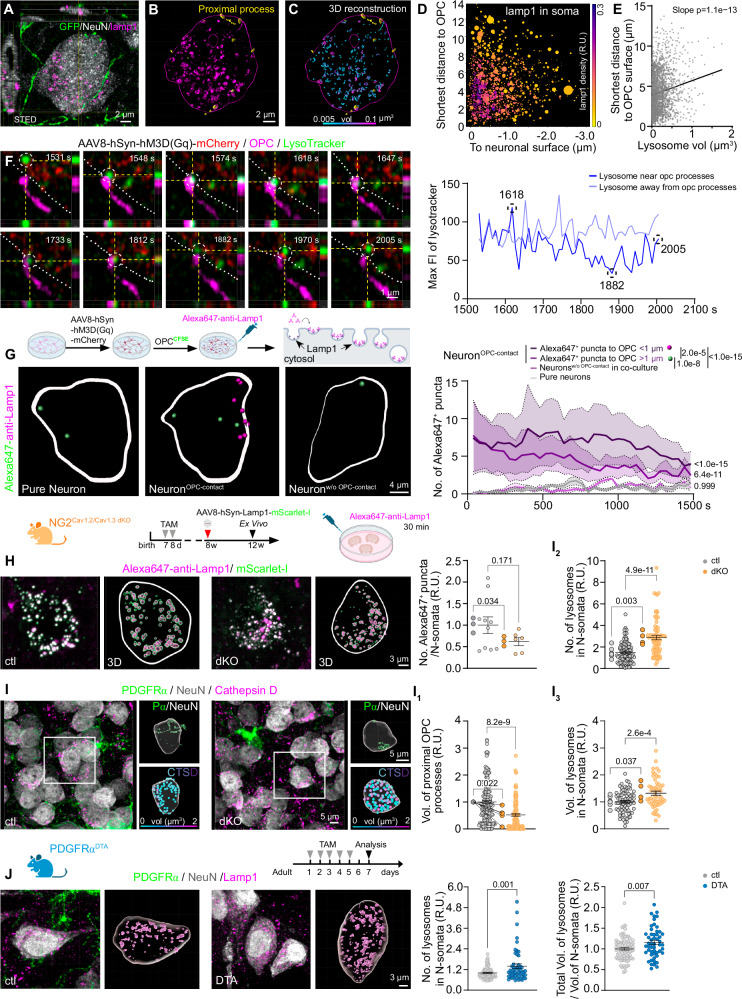
OPC contact facilitates neuronal lysosome release at the contact site. **A**–**C** Immunostaining and 3D-reconstruction of neurons, OPCs and lysosomes in NG2^EYFP^ mouse cortex using NeuN, GFP and Lamp1 antibodies. **B** OPC processes contacting neuronal somata were indicated in yellow. **C** Neuronal lysosomes shown in colors based on their volume. **D** Display of lysosome volume (indicated by circle size) and their proximity to OPC and neuronal surfaces (5925 lysosomes from 17 cells/3 mice). The color indicates the frequency of lysosomal appearance at corresponding location. **E** Correlation of lysosome volume and proximity to OPC surface (2077 lysosomes from 17 cells/3 mice). **F** Live-imaging of a lysosome (dotted circle) trafficking in neuron-OPC co-culture and analysis of maximum fluorescence intensity (MAX FI) of lysosomes over the period. Dotted line indicates neuronal membrane. **G** Live-imaging and quantification of lysosome exocytosis in neurons from pure neuronal culture and neurons with (neuron^OPC-contact^) or without OPC contact (neurons^w/o-OPC-contact^) from co-culture. In neurons^OPC-contact^, the Alexa647^+^ puncta were classified into proximal (<1 µm, magenta) and distal (>1 µm, green) based on their distance to OPC contact site (Pure neuron=9 cells/4 independent experiments; neurons^OPC-contact^ = 9 cells/4 independent experiments, neurons^w/o-OPC-contact^ = 3 cells/3 independent experiments; 4 pups/experiment, two-way ANOVA, multiple comparisons). **H** Lysosome exocytosis in acute brain slices was imaged and the number of Alexa647^+^ puncta in each neuron was quantified (ctl = 10 cells/3 mice; dKO=6 cells/3 mice). **I** Immunostaining and 3D-reconstruction of OPCs (PDGFRα^+^), neurons (NeuN^+^) and lysosomes (Cathepsin D, CTSD^+^). **I**_**1**_ Quantification of relative volume of OPC processes contacting neuronal somata (ctl = 190 cells/5 mice, dKO = 116 cells/5 mice). **I**_**2**_**, I**_**3**_ Analysis of the relative number and volume of neuronal lysosomes. (ctl = 112 cells/7 mice, dKO = 74 cells/4 mice). **J** Immunolabeling and 3D reconstruction of neurons, OPCs and lysosomes with NeuN, PDGFRα and Lamp1 antibodies. The relative number and volume of neuronal lysosomes were quantified. (ctl = 80 cells/5 mice, DTA = 52 cells/4 mice). In (**H**–**J**), small dots represent cells while big dots represent mice, two-sided unpaired t-tests were used. R.U. = relative units, normalized to the controls. Data are shown as mean ± SEM in (**G**–**J**). Source data are provided as a Source Data file. Created in BioRender. Fang, L. (2025) https://BioRender.com/a00p319 and https://BioRender.com/v85j019.

To investigate the impact of PSC-mediated neuronal lysosome exocytosis, we employed a mouse model with OPC-specific deletion of L-type voltage-gated calcium channels Cav1.2 and Cav1.3^21^ (Supplementary Fig. 8). In these OPC-Cav1.2/Cav1.3 double knockout (dKO) mice, OPCs exhibit simpler morphology and form less PSCs with neurons (Fig. 2I; Supplementary Fig. 8). First, we assessed lysosome exocytosis using acute brain slices of these mice which were collected at four weeks after AAV-PHP.eB-hSyn-Lamp1-mScarlet (labeling neuronal lysosomes) injection and incubated with Alexa647-anti-Lamp1 antibodies for 30 min. The slices were imaged with confocal laser scanning microscopy and the number of mScarlet^+^Lamp1^+^ lysosomes within the neuronal somata were quantified. As expected, the dKO mice showed decreased number of lysosomal exocytosis in neurons compared to the control mice (Fig. 2H), confirming that reduced contacts lead to decreased exocytosis. Concomitantly, we observed that the number and the size of the lysosomes in neurons of dKO mice were increased compared to control mice (Fig. 2I_2_, I_3_). Also, the lysosomal distribution in neuronal somata was scattered with an increased distance to the surface of OPCs, in contrast to the control condition, where neuronal lysosomes were enriched at the contact site (Supplementary Fig. 8J, K). Using an acute OPC depletion mouse model (PDGFRα-CreERT2 x Rosa26-^fl^STOP^fl^-DTA^22^), we observed more and larger lysosomes in the neurons of DTA mice compared to that of age-matched control animals (Fig. 2J).

Taken together, these results suggest that PSCs affect neuronal lysosome exocytosis. Fewer OPC contacts on neuronal somata led to impaired lysosome exocytosis and aberrant accumulation of lysosomes.

### Impaired process-soma contact links to senescence and degeneration

Lysosomes, as degradative organelles, play a role in digesting diverse biomolecules, including lipid droplets (LDs). To investigate whether the abnormal accumulation of lysosomes corresponds to lysosomal dysfunction, we examined LD density and volume in cortical neurons of both control and dKO mice by employing LD staining combined with NeuN (Fig. 3A). The LD volume in neurons of dKO mice was about three times larger than that in the control group, indicating an accumulation of LDs and impaired lysosomal function in dKO mouse neurons. Given that excessive LD accumulation can impact cellular function, we proceeded to analyse neuronal activity using cFos immunostaining. In the mutant mouse brain, including cortex, hippocampus, and hypothalamus, the total number of cFos^+^ cells was higher compared to the control group (Fig. 3B), indicating higher activation of neurons in the mutant mouse brain.

**Fig. 3:**
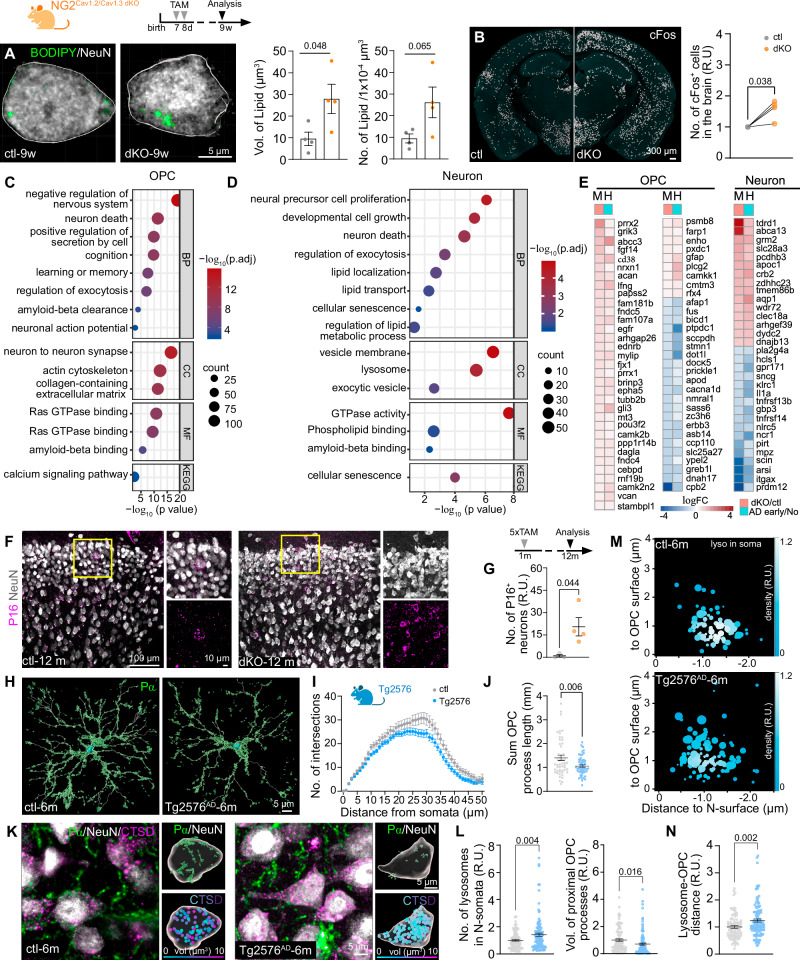
Reduced OPC-neuron contacts induce an accumulation of lysosomes and functional impairment in neurons. **A** Immunostaining and quantification of lipid droplets in cortical neurons of control (ctl) and double knockout (dKO) mice with NeuN and BODIPY antibodies, respectively (4 mice per group). **B** Immunostaining and quantification of cFos^+^ cells in the whole brain of ctl and dKO mice (4 mice per group). **C**, **D** Dot plot of enriched gene ontology terms for biological processes (BP), cellular components (CC), molecular functions (MF), and KEGG pathways in genes from OPCs and neurons of dKO mice. **E** List of differentially expressed genes in OPCs and neurons of the dKO mice (M, bulkRNA-seq) and AD patients in early pathology (H, scRNA-seq). **F**, **G** Immunostaining and quantification of senescent neurons with NeuN and p16^INK4A^ (P16) at 12 months of age (ctl = 3 mice, dKO = 4 mice). **H** 3D reconstruction of OPCs immunolabelled with PDGFRα (Pα) at 6 months of age. **I**, **J** Morphological analysis of OPCs for the number of process intersections (**I**) and total process length (**J**) (ctl = 51 cells/3 mice, Tg2576 = 52 cells/3 mice). **K** Immunostaining and 3D reconstruction of OPCs (Pα), neurons (NeuN) and lysosomes (Cathepsin D, CSTD). **L** Quantification of the relative volume of OPC processes in contact with neuronal soma (ctl = 91 cells/3 mice, Tg2576 = 117 cells/3 mice) and the number of neuronal lysosomes (ctl=87 neurons/5 mice, Tg2576 = 115 neurons/5 mice). **M**, **N** Quantification of the relative mean distance between neuronal lysosomes and OPC surface (ctl = 91 cells/3 mice, Tg2576 = 117 cells/3 mice). **M** The size of the lysosomes is represented by the size of the filled circles, while the color indicates the frequency of each size in the total analysis. R.U. = relative units, normalized to the controls. Data are shown as mean ± SEM in (**A**, **G**, **I**, **J**, **L**, and **N**). Two-sided unpaired *t* test was used in (**A**, **B**, **G**, **I**, **J**, **L**, and **N**). Source data are provided as a Source Data file. Created in BioRender. Fang, L. (2025) https://BioRender.com/f32o880.

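For panel E, the paper's Source Data lists 64 genes changed in OPCs and 30 in neurons. Of the OPC genes, 63 were tested, 42 of which were higher and 21 lower in dKO OPCs, and 63 went in the direction the paper lists. An unadjusted p under 0.05 was found for 50 of them. Of the neuron genes, 25 were tested, and 25 went in the listed direction, with 20 at an unadjusted p under 0.05. An adjusted p under 0.05 over all genes tested was found for 0 genes of either list. Adjusted over the list alone, 31 genes passed in OPCs and 16 in neurons, and the lists were chosen on these samples, so this is not independent evidence. These counts depend on single libraries. In OPCs 6 genes passed over the list alone without ctl replicate 1, 8 without ctl replicate 2, 20 without dKO replicate 2 and 49 without dKO replicate 1, and 31 had an unadjusted p under 0.05 without either of these ctl libraries in turn and 32 without dKO replicate 2. In neurons 7 passed over the list alone without ctl replicate 3 and 10 without dKO replicate 3. Over all genes tested, 4 genes of the OPC list passed without dKO replicate 2. The direction stayed that of the paper for each tested gene in these fits. With DESeq2, 12 genes of the OPC list and 7 of the neuron list passed over all genes tested. The mouse values of this panel are those of the libraries described here, while the human values are not analysed here.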

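RNA sequencing of OPCs compared control (ctl) mice with double knockout (dKO) mice, in which tamoxifen (100 mg/kg on postnatal days 7 and 8) induced the deletion of Cacna1c and Cacna1d in NG2-expressing cells. The OPCs were isolated from the cortex with magnetic beads against CD140, NG2 and O4. Cells of 2 mice were pooled for each library, which gave 3 libraries per group from 6 mice. The authors deposited the number of reads counted on each of 30165 genes, without normalization. Their methods name alignment to GRCm38 with HISAT2 and counting with featureCounts. Of the gene identifiers, 28723 are in the GENCODE M21 annotation of GRCm38, but only 2.10% of them have the same start and end there, so coordinates are given as deposited and the build is left open. The total count per library was 14935963 to 19812274 in ctl mice (median 16490506) and 15421057 to 19806674 in dKO mice (median 18733134). Genes with a mean normalized count of at least 10 over the 6 libraries were tested, which left 17364 genes. The counts were normalized by edgeR's TMM method, and dKO was compared with ctl by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The coefficient of variation between libraries of one group was 20.5%.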

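Cortical neurons were isolated by negative sorting, which removed cells bound by beads against ACSA-2, CD31, CD11b and O4, and were sequenced from the same groups, again as 3 libraries per group with 2 mice in each. The authors deposited estimated counts, which are not whole numbers, for each of 66298 RefSeq transcripts. The paper's text does not name the program that gives estimated counts per transcript. The values were summed over the transcripts of each of 17918 genes and rounded before the test. The total per library lay between 15243151 and 16222285 in ctl mice (median 15312226) and between 15052892 and 16344601 in dKO mice (median 15531320). With the filter and test used for OPCs, 14352 genes were tested, and the coefficient of variation between libraries was 27.7%. Markers of endothelial cells had a mean log2 CPM of 9.64 in the ctl neuron libraries, those of erythrocytes 8.78 and those of neurons 3.62. RNA of other cells is thus abundant in these libraries. Values given here for neurons are those of the sorted libraries and cannot be assigned to neurons alone. In the ctl OPC libraries, markers of oligodendrocytes had a mean log2 CPM of 10.0 and markers of OPCs 4.95.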

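The targeted genes were examined first. In OPCs, Cacna1c (ENSMUSG00000051331, chromosome 6 from 118564201 to 119173851) had a normalized count of 407 ± 33.1 (SD, n = 3 libraries) in ctl mice and 300.4 ± 43.5 (SD, n = 3) in dKO mice, a log2 fold change of -0.44 (standard error 0.15, adjusted p = 0.349, edgeR). Every dKO library lay below every ctl library, an arrangement for which an exact permutation test of 3 libraries against 3 gives its smallest possible p, 0.1. Cacna1d (ENSMUSG00000015968, chromosome 14 from 29761896 to 30213412) had a count of 232 ± 36.1 in ctl and 159 ± 69.9 in dKO OPCs, with a log2 fold change of -0.55 (standard error 0.31), and the groups overlapped. Without dKO replicate 3 this value was -0.93, and without dKO replicate 1 it was -0.27. The deposited values count whole genes, and a deletion of single exons need not lower them. Cspg4, which carries the inducible recombinase, had a log2 fold change of 0.14 in OPCs, which became -0.0065 without ctl replicate 1. In neurons its log2 fold change was -1.36 (standard error 0.48, unadjusted p = 0.0199, adjusted p = 0.521), and the groups overlapped. The ctl mice are labelled WT, and the paper's text does not state whether they carried the recombinase or the floxed alleles. The values of Cspg4 are therefore not interpreted. In neurons, where the deletion is not induced, the log2 fold change was 0.44 for Cacna1c and 0.80 for Cacna1d, and the groups overlapped for both genes. Without dKO replicate 1 these values were 0.15 and 0.35, without dKO replicate 3 that of Cacna1c was 0.77, and without ctl replicate 1 that of Cacna1d was 1.20.

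**Figure D1:**
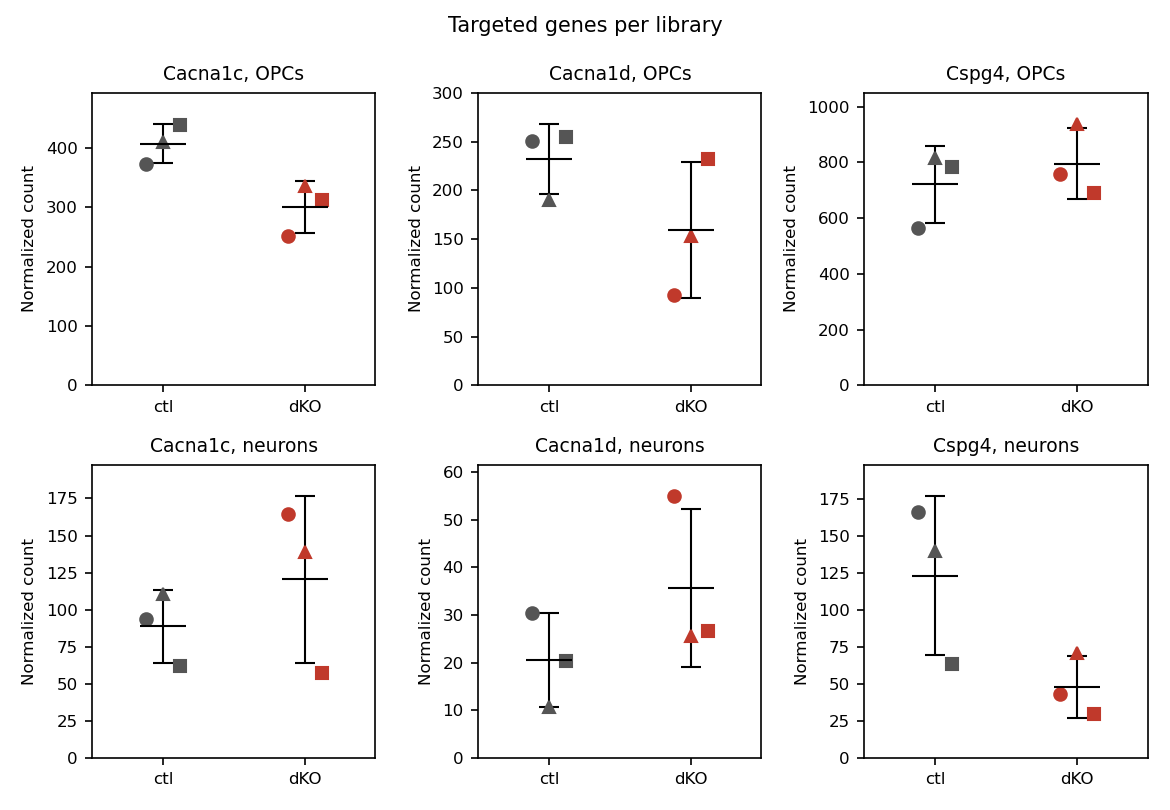
Normalized counts of Cacna1c, Cacna1d and Cspg4 in OPCs (top) and neurons (bottom) of ctl and dKO mice, with each symbol 1 library and the bars the mean ± SD. The 3 dKO libraries lie below the 3 ctl libraries for Cacna1c in OPCs.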

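In OPCs, 1 of the genes tested had an adjusted p under 0.05, and 2003 had an unadjusted p under 0.05, of which 1088 were higher and 915 lower in dKO mice. Without ctl replicate 2 the count at an unadjusted p under 0.05 was 1106, with 630 higher and 476 lower, and without dKO replicate 2 the count at an adjusted p under 0.05 was 199. With DESeq2 on the same genes, 293 had an adjusted p under 0.05. For the cytoskeleton, 176 genes of the actin cytoskeleton listed by hand were tested. Their median log2 fold change was 0.07, and 113 were higher in dKO OPCs (adjusted p = 0.278 over 12 tests, limma's camera test). None of these genes passed the threshold, while 30 had an unadjusted p under 0.05 where 20.3 would be drawn by chance (adjusted p = 0.0367, one-sided Fisher's exact test). This overlap depends on the threshold, as at an unadjusted p under 0.02 there were 14 genes where chance gives 9.85 (adjusted p = 0.235), and with DESeq2 at an adjusted p under 0.05 there were 7 where chance gives 2.97 (adjusted p = 0.0901). By the same Fisher's test the overlap passed with a term for Y-linked counts (adjusted p = 0.0305) and without dKO replicate 2 (0.0495). It also passed with DESeq2 on all genes of the table (0.00638), again with 7 genes. There the background was 30165 genes instead of 17364, which lowered the number expected by chance to 1.57. Without the filter on low counts it passed on the same larger background (0.0434), with 3 genes. Passes on the larger background depend in part on the added low-count genes. With edgeR's likelihood-ratio test the overlap did not pass (0.365). The median relative to all genes was 0.031 without dKO replicate 3 and 0.14 without dKO replicate 2. The list moved most with the microglia markers as a covariate, which turned its median relative to all genes to -0.10. In OPCs this covariate nearly follows the groups. Its score was 3.29 to 3.65 in ctl libraries, 4.87 and 5.29 in dKO replicates 1 and 3, and 3.66 in dKO replicate 2. The adjusted difference thus rests largely on dKO replicate 2 and does not isolate an effect of microglia. The gene of the actin cytoskeleton list with the smallest p was Ldb3, which lies within 10 Mb of Cacna1d. Its normalized count was 418 ± 37.4 (SD, n = 3) in ctl and 125 ± 30.4 (SD, n = 3) in dKO OPCs (adjusted p = 0.0714, edgeR). Ldb3 was followed by Coro1a, with a log2 fold change of 1.59, and Rac2, with 2.02, both of which microglia also express. Microglia markers rose in dKO OPCs, with a median log2 fold change of 1.31. The lists that stand for the gene groups the paper names in neurons were also tested in OPCs. Their median log2 fold change was 0.12 for exocytosis (72 of 126 genes higher, adjusted p = 0.278, camera), 0.02 for the lysosome (83 genes higher and 70 lower, adjusted p = 0.406) and 0.02 for lipid metabolism (93 of 181 higher, adjusted p = 0.973). Relative to all genes, the exocytosis value was 0.030 without ctl replicate 2, the lysosome value -0.017 without ctl replicate 3 and the lipid value -0.029 without ctl replicate 2. An unadjusted p under 0.05 was found for 24, 19 and 41 of these genes where chance gives 14.5, 17.6 and 20.9. The adjusted p was 0.0217, 0.537 and 0.000124 (one-sided Fisher's exact test). At an unadjusted p under 0.02 it was 0.0581, 0.424 and 0.0012, and with DESeq2 at an adjusted p under 0.05 it was 0.791, 0.511 and 0.460. Without dKO replicate 2, 8 lysosome genes had an adjusted p under 0.05 where chance gives 1.78 (adjusted p = 0.00169, Fisher's exact test).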

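In neurons, 0 of the genes tested had an adjusted p under 0.05, and 1292 had an unadjusted p under 0.05, of which 712 were higher and 580 lower in dKO mice. Without ctl replicate 1 the count at an unadjusted p under 0.05 was 780, with 473 higher and 307 lower. DESeq2 gave 88 genes. For exocytosis, the 126 genes tested had a median log2 fold change of 0.03, with 69 higher in dKO neurons (adjusted p = 0.973, camera), and 10 had an unadjusted p under 0.05 where chance gives 11.3. The direction of this list is not firm, since camera gave the opposite direction without the filter on low counts. For the lysosome, 102 of the 158 genes were lower, with a median of -0.09 (adjusted p = 0.0720, camera), and 10 had an unadjusted p under 0.05 where chance gives 14.2. Without the filter on low counts, the adjusted p of this list was 0.0293. It also came to pass by camera in 3 of the 6 fits that each left out 1 library. For lipid metabolism, 93 of the 178 genes were lower, with a median of -0.02 (adjusted p = 0.429, camera), and 24 had an unadjusted p under 0.05 where chance gives 16.0 (adjusted p = 0.0506, Fisher's exact test). The lipid gene with the smallest p was Pla2g4a, followed by Apod, with a log2 fold change of -0.90, and Stard4, with -0.63. The smallest p among lysosomal genes belonged to Asah1, at 2563 ± 45.7 (SD, n = 3) in ctl and 1871 ± 237 (SD, n = 3) in dKO neurons. The actin cytoskeleton list had a median of -0.12 in neurons, with 111 of 174 genes lower (adjusted p = 0.296, camera). Relative to all genes, it had -0.052 without dKO replicate 1. Without ctl replicate 1, the exocytosis list had -0.024, the lysosome list -0.036 and the lipid list 0.027, and without ctl replicate 3 the lipid list had -0.089. From the change of these gene groups, the paper reasons that the contact of OPCs with neurons is linked to neuronal metabolism.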

Transcriptomic analysis suggested that the expression of genes involved in the arrangement of cytoskeleton was altered in the OPCs of dKO mice, in line with our observation of reduced morphological complexity of OPCs, while neurons in the mutant mice exhibited a change in the expression of genes involved in the pathways of exocytosis, lysosome function and lipid metabolism, etc., again highlighting neuron-OPC contact is linked to neuronal metabolism. In addition, we also observed that in both OPCs and neurons of mutant mice, the genes involved in neurodegeneration and senescence were upregulated, particularly those involved in Alzheimer’s disease (AD), eg. 

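For senescence, 173 listed genes were tested in OPCs and 120 were higher in dKO mice, with a median log2 fold change of 0.14 (adjusted p = 0.000182, camera), and 33 had an unadjusted p under 0.05 where chance gives 20.0 (adjusted p = 0.00737, one-sided Fisher's exact test). This list did not pass the threshold with the correlation between genes estimated from the data (adjusted p = 0.413) or with fry (adjusted p = 0.352). With the microglia markers as a covariate, camera gave the opposite direction (adjusted p = 0.836), in a fit that rests largely on dKO replicate 2. The genes with the smallest p were Il1b, Zfp36l2 and Il1a, and the log2 fold change of Il1a was 1.70. In neurons, 96 of the 171 genes tested were lower in dKO mice, with a median log2 fold change of -0.04 (adjusted p = 0.298, camera), and 33 had an unadjusted p under 0.05 where chance gives 15.4 (adjusted p = 0.000124, one-sided Fisher's exact test). Among these, Cdkn2b had a normalized count of 800 ± 44.1 (SD, n = 3) in ctl and 455 ± 73.5 (SD, n = 3) in dKO neurons. Of the genes linked to Alzheimer's disease, 97 were tested in OPCs, with 50 higher and a median of 0.01 (adjusted p = 0.0720, camera). Of these, 23 had an unadjusted p under 0.05 where chance gives 11.2 (adjusted p = 0.00218, one-sided Fisher's exact test). Without dKO replicate 2, 13 had an adjusted p under 0.05 where chance gives 1.11 (adjusted p = 9.09e-10, Fisher's exact test). In the fits that left out another library, 0 did. In neurons, 61 of 93 were lower, with a median of -0.12 (adjusted p = 0.0700, camera). There, 14 had an unadjusted p under 0.05 where chance gives 8.37 (adjusted p = 0.0573, Fisher's exact test). By camera, the Alzheimer's disease list in neurons came to pass in 4 of the 6 fits that each left out 1 library. Relative to all genes, the senescence value in neurons was 0.0024 without dKO replicate 1, and the Alzheimer's disease value was -0.014 in OPCs without dKO replicate 3, and in neurons -0.058 without ctl replicate 1 and -0.23 without dKO replicate 2. With DESeq2, 9 genes of this list in OPCs (adjusted p = 0.000459, Fisher's exact test) and 6 of the senescence list in neurons (adjusted p = 0.00380) had an adjusted p under 0.05. The difference between OPCs and neurons was not tested, since the counts of the cell types were made in different ways.

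**Figure D2:**
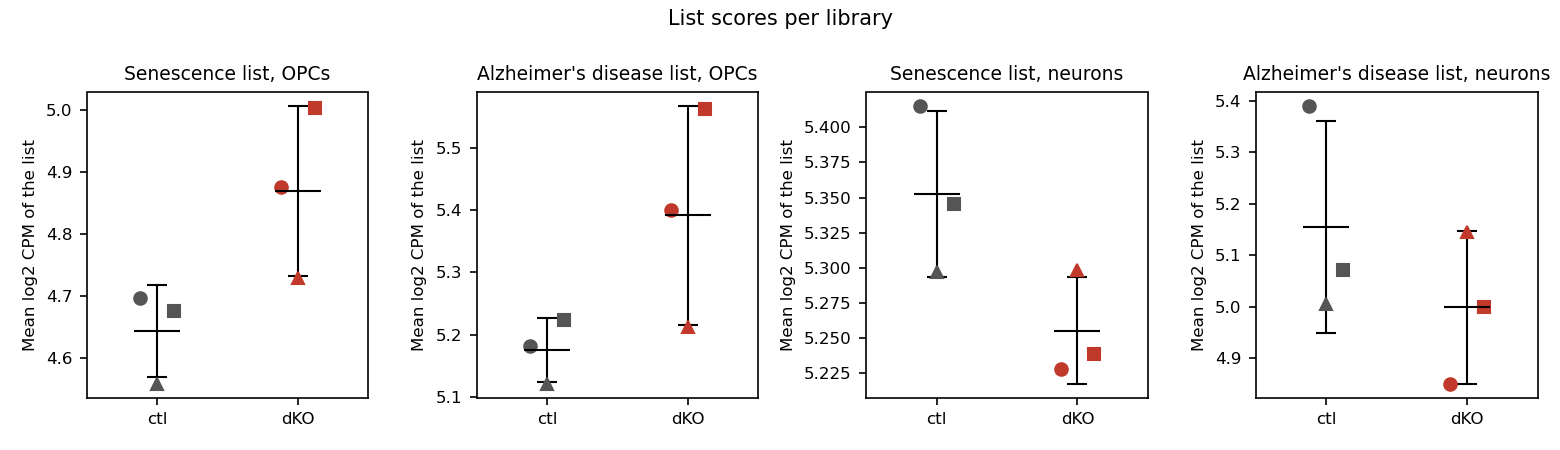
Mean log2 CPM of the genes of the senescence and Alzheimer's disease lists in each library of OPCs and neurons, with bars for the mean ± SD of 3 libraries. The senescence list lies higher in each dKO than in each ctl library of OPCs, while the groups overlap in neurons.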

*Apoc1, Pla2g4a, and Cd74* (Fig. 3C–E, Supplementary Figs. 9, 10). 

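Apoc1 (chromosome 7 from 19423406 to 19426585) had a normalized count of 33.3 ± 10.6 (SD, n = 3) in ctl and 36.6 ± 7.02 (SD, n = 3) in dKO OPCs, a log2 fold change of 0.13 whose sign changed without ctl replicate 2 (-0.078) and without dKO replicate 2. In neurons it had 9.19 ± 1.25 in ctl and 26.8 ± 18.3 in dKO libraries, a log2 fold change of 1.53 (standard error 0.65, adjusted p = 0.546, edgeR). Without dKO replicate 1, this value was 0.81. For Apoc1, each dKO library of neurons lay above each ctl library. Pla2g4a (chromosome 1 from 149705369 to 149837041) was lower in dKO libraries of both cell types. Its log2 fold change was -0.41 in OPCs (adjusted p = 0.443) and -1.01 in neurons (adjusted p = 0.521), where it fell from 1435 ± 300 (SD, n = 3) to 713 ± 202 (SD, n = 3). In both cell types each dKO library lay below each ctl library. The value in OPCs was -0.22 without dKO replicate 2. Cd74 (chromosome 18 from 60936920 to 60945724) rose in OPCs from 129 ± 37.1 (SD, n = 3) to 620 ± 375 (SD, n = 3), a log2 fold change of 2.27 (standard error 0.41, adjusted p = 0.234). Cd74 is on the list of macrophage markers, whose 11 tested genes all rose in dKO OPCs, with a median log2 fold change of 0.92. The rise of Cd74 therefore cannot be assigned to OPCs themselves. In neurons the log2 fold change of Cd74 was -1.01 (standard error 0.61, adjusted p = 0.654, edgeR) and the groups overlapped. This decrease rests on ctl replicate 1, without which the value was 0.17.

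**Figure D3:**
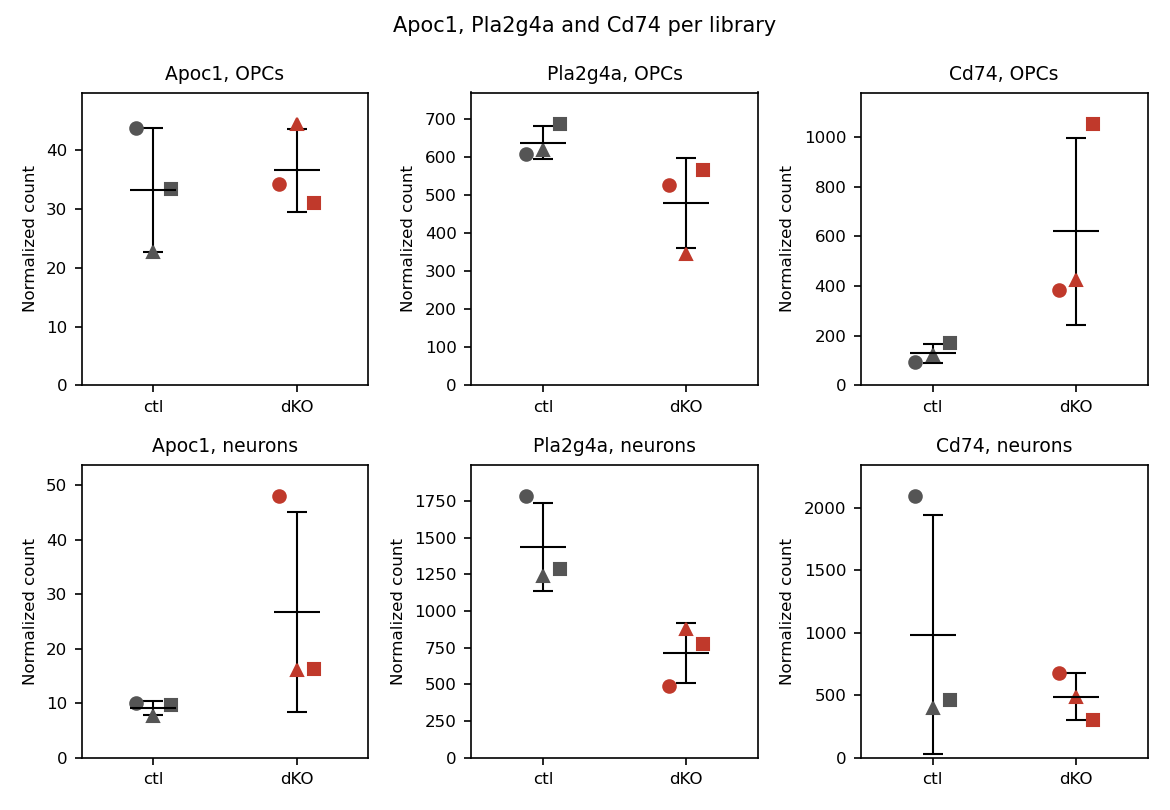
Normalized counts of Apoc1, Pla2g4a and Cd74 in each library of OPCs (top) and neurons (bottom), with the mean ± SD of 3 libraries per group. Cd74 is higher in the dKO libraries of OPCs only, and Pla2g4a is lower in the dKO libraries of both cell types.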

As the dKO mice do not develop AD, we first checked whether neuronal senescence would be affected by the impaired OPC-neuron contact. We performed immunostaining of p16^INK4A^, an established senescence marker^23^ in the neurons of control and dKO mice (Fig. 3F), and found about 20-fold increase of neuronal senescence in the 12-month-old mutant mouse brain (Fig. 3G), compared to age-matched control animals. These data suggest that neuron-OPC contacts are crucial components for neuronal metabolism and may prevent neuronal senescence. Next, we investigated whether OPC-neuron contact is relevant to AD pathology. We observed that OPCs immunolabeled with PDGFRα exhibited a simpler morphology (Fig. 3H–J) and less contacts to neuronal somata (Fig. 3K, L) in the early-stage Tg2576 AD mouse model^24^. Further analysis of neuronal lysosomes and their distance to the contact sites using PDGFRα, NeuN and Cathepsin D triple immunostaining (Fig. 3K) showed increased numbers of lysosomes in neurons (Fig. 3L) and the larger distances between lysosomes and the OPC surface in the cortex of Tg2576 mice (Fig. 3M, N). These results suggest that PSC-mediated lysosome release may play a protective role against neuronal senescence and degeneration.

In conclusion, our study highlights the crucial role of OPCs in modulating neuronal lysosome release through direct contact with neuronal somata. The disruption of the process-somata contacts between OPCs and neurons leads to aberrant neuronal metabolism, neuronal senescence, and may ultimately neurodegeneration. These findings underscore the significance of OPC-neuron interactions in maintaining proper neuronal function and provide insights into potential mechanisms underlying neurodegenerative conditions.

## Discussion

Emerging evidence supports the notion that OPCs play a key role in modulating neuronal function through various mechanisms^3,10,12,14,25^. Our study highlights the critical role of OPCs in regulating neuronal lysosome exocytosis via direct contact with neuronal somata. Lysosomal function is closely linked to metabolic^26^ and numerous neurological diseases^27^. In neurodegenerative conditions, such as Alzheimer’s disease, lysosomal dysfunction in neurons is observed even before the onset of neurological symptoms^28^. Hence, early intervention targeting lysosomal dysfunction, particularly through OPC-neuron interactions, may help prevent neuronal impairment and neurodegeneration.

The process-somata contacts between OPCs and neurons may also serve as avenues for signal exchange. Beyond the lysosome’s canonical role in cellular ‘waste‘ disposal, more and more studies highlight the role of lysosomes as signaling hubs^29^. Lysosomes contain high levels of ATP, which can be released to the cellular periphery^30^. Coincidently, OPCs express a series of purinergic receptors^31^, including P2Y1^32^, P2X7^33^, P2Y12 receptors, etc. For instance, activation of P2X7 and P2Y1 receptors in OPCs by ATP has been implicated in promoting OPC migration in vitro^33,34^. This raised the possibility that ATP derived from neuronal lysosomes activates P2Y1 and P2X7 receptors, thereby recruiting OPC processes to neuronal somata. However, the temporal sequence of events, whether the process-soma contact precedes lysosome fusion or vice versa, remains unclear. Of note, in the Cav1.2/Cav1.3 double knockout (dKO) mutant mice where OPC-neuron contact is reduced, or in the mice where OPCs were acutely depleted, aberrant lysosome accumulation in neurons is observed, with lysosomes positioned farther from OPC contact sites. Hence, OPC contact emerges as a critical factor for lysosomal release from neurons.

In conclusion, our study demonstrates that OPCs establish proximal junctions with neuronal somata, which are important for modulating the exocytosis of neuronal lysosomes and neuronal metabolism.

## Materials and methods

### Ethics statement

The majority of the experiments were carried out at the University of Saarland in strict accordance with recommendations of European and German guidelines for the welfare of experimental animals. Animal experiments were approved by Saarland state’s “Landesamt für Gesundheit und Verbraucherschutz” in Saarbrücken/Germany (animal license numbers: 65/2013, 12/2014, 34/2016, 36/2016, 03/2021, 07/2021, 08/2021, Perfusion-2023, VM2024-03 and 17/2023) and ‘Laboratory animal welfare and ethics committee’ of the Third Military Medical University, China (SYXK (YU) 2022-0018).

### Animals

Majority of the mouse lines were maintained in C57BL/6N background and most of them were housed at the animal facility of the CIPMM. Mice were kept on a 12 h (h) light/dark cycle at 20-24°C with 55-65% humidity and fed a breeding diet (V1125, Sniff) *ad libitum*. To better observe OPC morphology, NG2-EYFP knock-in mice (NG2^EYFP^)^35^ were used. To conditionally knock out (KO) Cav1.2 and Cav1.3 in oligodendrocyte precursor cells (OPCs), NG2-CreER^T2^ mice were crossbred to Cav1.2^fl/fl^ (flanking exon 14 and 15 of *cacna1c*) and Cav1.3^fl/fl^ mice (flanking exon 2 of *cacna1d*) (NG2^Cav1.2/Cav1.3 dKO^)^21^. PDGFRα-CreER^T2^ x Rosa26-STOP-^fl^DTA^fl^ mice^22,36^ were maintained in the animal facility of Chongqing Key Laboratory of Neurobiology, Third Military Medical University, Chongqing, China. Brain slices of the Tg2576 Alzheimer’s disease mouse model were kindly provided by Dr. Manuel Buttini (Neuropathology, Luxembourg Centre for Systems Biomedicine, University of Luxembourg, Luxembourg).

### Tamoxifen administration

Tamoxifen (Carbolution, Neunkirchen, Germany) was dissolved in Miglyol®812 (Caesar & Lorentz GmbH, Hilden, Germany) to a final concentration of 10 mg/ml and administered intraperitoneally (100 mg/kg body weight) for two consecutive days at postnatal day (P) 7 and 8 or for five consecutive days at the age of 4 weeks (Fig. 3F)^3,37^. For PDGFRα-CreER^T2^ x Rosa26-STOP-^fl^DTA^fl^ mice, 100 µl of tamoxifen (30 mg/ml, MCE, HY-13757A) of tamoxifen was administered via gastric lavage for five consecutive days and analyzed two days after the last tamoxifen application.

### Magnetic activated cell sorting of OPCs and neurons

Mice were initially anaesthetized with ketamin/Xylazin (100 and 12.5 mg/kg bodyweight, respectively; diluted in saline, i.p.) and double anesthetic dose (Ketamin/xylazine 200 and 25 mg/kg bodyweight) was given after the loss of consciousness. Mice were perfused with cold Hank’s balanced salt solution lacking Ca^2+^ and Mg^2+^ (HBSS, H6648, Gibco), and cortices were dissected in ice-cold HBSS. After removing debris (130-107-677, Miltenyi Biotec), cells were resuspended in 1 mL of “re-expression medium” containing NeuroBrew-21 (diluted 1:50 in MACS Neuro Medium) (130-093-566 and 130-093-570, Miltenyi Biotec) and 200 mM L-glutamine (diluted 1:100, G7513, Sigma) at 37 °C for 30 min. Subsequently, cells were incubated with Fc-receptor blocker for 10 min at 4 °C (provided with the CD140 MicroBeads kit), followed by a 15 min incubation with a 10 µl microbeads mixture containing antibodies against CD140 (130-101-502), NG2 (130-097-170), and O4 (130-096-670) in a 1:1:1 ratio at 4 °C. After passing through the magnetic column, the cells attached to the column was washed out and collected.

Neuronal isolation was performed with negative sorting following the manufacturer’s instruction (130-126-603, Miltenyi Biotec). Single-cell suspension is prepared from the cortex, incubated with mixture of ACSA-2, CD31, CD11b and O4 beads. The mixture was through the magnetic column and the flow was collected.

### Primary culture of cortical neurons and OPCs

#### Primary cortical neuron culture

One C57BL/6N mouse aged P0–1 was decapitalized, cerebral cortices were carefully dissected, and the meninges were removed in ice-cold Earle’s Balanced Salt Solution (EBSS, Gibco). Subsequently, the tissue was finely minced and subjected to digestion with 35 units/ml papain (Worthington, NJ) for 45 min at 37 °C, followed by gentle mechanical trituration. The resulting cell suspension was filtered through a 70 μm cell strainer (Greiner Bio-One). Dissociated cell suspensions were then carefully seeded on 25-mm glass coverslips in 6-well plates (3 × 10^5^ cells/well) or 12-mm glass coverslips in 24-well plates (1 × 10^5^ cells/well). Prior to seeding, the glass coverslips were pre-coated with a solution comprising 17 mM acetic acid, poly-D-lysine (Sigma, St. Louis, MI, USA, P6407), and collagen I (Gibco, A1048301). Neurons were cultured in Neuronal-A (NBA) medium supplemented with 10% FCS, 1% Penicillin/Streptomycin, 1% GlutaMAX, and 2% B-27 supplement (Gibco). On the second day, the medium was replaced with fresh medium to eliminate residual cell debris from the initial cell preparation. Unless specified otherwise, neurons were maintained in the medium for 8–14 days at 37 °C with 5% CO_2_ before experimental procedures.

#### AAV expression in primary cortical neurons

At 7 DIV, AAV8-hSynapsin1-hM3D(Gq)-mCherry (≥2 × 10^11^ vg/ml) was added to the 6-well plate (2 ml per well). To activate primary cortical neurons, 40 µM of CNO was added after baseline recording.

#### OPC sorting for cell culture

OPCs were obtained from neonatal C57BL/6N or NG2^EYFP^ mouse brains (age <P7) using a modified MACs procedure. Briefly, four mice were decapitalized and cortices were dissected in cold HBSS (without Ca^2+^/Mg^2+^), followed by dissociation using the Neural Tissue Dissociation Kit (130-092-628, Miltenyi Biotec). The dissociation process was stopped by adding 10 ml of DMEM high glucose medium (11965092, Fisher Scientific) with 1% horse serum (HS, Fisher Scientific). After a brief centrifuge at 400 g, cells were resuspended in DMEM and filtered through 70 µm and 40 µm cell strainers successively. The collected cells were then resuspended in basic medium (NeuroBrew-21 in MACs Neuro Medium (1:50) (130-093-566 and 130-093-570, respectively, Miltenyi Biotec) with 200 mM L-glutamine (1:100, G7513, Sigma)). The cells were incubated at 37 °C for 1.5-3 hs, followed by centrifugation at 4 °C and resuspension with 134 µl/brain of DMEM + 1% HS, along with a mixture of microbeads (20 µl/brain) conjugated with antibodies against CD140 (130-101-502), NG2 (130-097-170), and O4 (130-096-670) in a 1:1:1 ratio for 15 min at 4 °C. The cells were then resuspended in 2 ml DMEM + 1% HS/brain, followed by centrifugation at 400 *g* for 10 min at 4 °C. In subsequent steps, DMEM + 1% HS was used instead of MACs buffer, following the manufacturer’s instructions (130-101-502). Finally, 5 ml of proliferation medium (containing 4.2 µg/ml Forskolin (F6886, Sigma), 10 ng/ml CNTF (450-13, Pepro Tech), 10 ng/ml PDGF-AA (100-13A, Pepro Tech), 1 ng/ml NT-3 (450-03, Pepro Tech) in basic medium) was added to flush out OPCs. OPCs isolated from C57Bl/6 N were further labeled with CellTracer CFSE (C34570, Invitrogen) or CellTracer FarRed (C34554, Invitrogen). Cells were seeded in plates pre-coated with Poly-L-Lysine (Merck) at a density of 1 × 10^5^ cells/well (24-well plate) or 3 × 10^5^ cells/well (6-well plate).

#### OPC-neuron co-culture

To investigate lysosome communication between OPCs and neurons, at 10-12 DIV of neuronal culture, OPCs were seeded at a density of 5 × 10^4^ cells/well of 24-well plate or 1.5 × 10^5^ cells/well in 6-well plate on top of the neurons. The co-cultures were maintained in optimized medium (1:1 of OPC proliferation medium and neuron NBA culture medium) for additional 2–3 days throughout the experiments.

### Immunohistochemistry

Mice were anaesthetized as described above and perfused with PBS followed by 4 % PFA and post-fixed at 4 °C overnight. For NG2 immunostaining, we perfused animals with 2% PFA and post-fixed for 4 h at 4°C. After post-fixation, coronal slices in 40 µm thickness were prepared using a Leica VT1000S. Free floating slices were incubated blocking buffer (5% HS with 0.5% Triton in PBS) for 1 h at R.T. followed by primary antibody incubation. The brains of PDGFRα-CreERT2 x Rosa26-STOP-^fl^DTA^fl^ mice were moved to 30 % sucrose solution after one-night of post-fixation for dehydration. The brains were embedded in OCT (Sakura, 4583) and the cryosections in 16 µm was prepared. Slices were treated with 0.5% Triton in PBS for 30 min, followed by 2 h of blocking with 2.5% BSA. Slices were incubated with primary antibodies (Supplementary Table 1) at 4 °C overnight, followed by secondary antibody (Supplementary Table 2) incubation at R.T. for 2 hs at the next day. DAPI (25 ng/ml) was used for general stain of nuclei (A10010010, Biochimica). For lipid staining, slices are secondary antibody washing, were incubated with BODIPY^TM^ 493/503 (Invitrogen, D3922, 1 mg/ml in DMSO) diluted 1:5000 with PBS for 1 h. After three washes, the slices were mounted for further analysis.

### Image acquisition and analysis

For the overview imaging (Fig. 3B, F; Supplementary Fig. 2, Supplementary Fig. 4B, G, H), whole brain slices were scanned with fully automated slide scanner AxioScan.Z1 (Zeiss, Jena) at the AxioScan core facility in CIPMM and cell density was analyzed manually using ZEN 3.2 blue edition (Zeiss, Jena).

#### Live imaging of lysosomes in vitro and ex vivo

Cells were placed in the imaging chamber of LSM 780 confocal microscope with consistent temperature (37 °C) and CO_2_ supply (5%). Live imaging was performed with ×63 objective (NA.1.4) for 2–5 µm z-stack with 1 μm interval. Two to four channels were imaged simultaneously with 0.8 Hz, averaging with 2–4 acquisition, for 10–120 min. Images were analyzed with Imaris software. To track lysosome trafficking, lysosomes were labeled with Lysotracker (1:2000, L7526, Invitrogen) introduced to the medium immediately prior to the imaging. To identify lysosomal exocytosis at the contact site, Alexa Fluor® 647 Anti-LAMP1 (ab237307, Abcam) were added to the culture medium at a concentration of 1:1000 immediately prior to live imaging. The number of Alexa647^+^ puncta within the neurons were quantified with Imaris. Neuronal somata was identified and segmented based on h3MD(Gq)-mCherry expression. Within the segment, the number of Alexa647^+^ puncta was analyzed. In addition, these puncta were classified into two subgroups based on their distance to the contact site using Imaris software: distance <1 µm: proximal to OPC contact, distance>1 µm: distal to OPC contact.

For lysosome exocytosis ex vivo analysis, control and OPC-Cav1.2/Cav1.3 dKO mice were deeply anaesthetized with 5% isoflurane and decapitalized. Acute brain slices in 300 µm were prepared, incubated with Alexa647-anti-Lamp1 antibodies for 30 min and imaged with LSM 880 confocal microscope. Neuronal somata is segmented with Imaris and the number of Alexa647^+^ puncta was normalized to the volume of neuronal somata. The value of the dKO group from each brain slice was normalized to the control brain slice with the same experimental settings.

#### OPC morphology analysis

Images were acquired with LSM 880 confocal microscope (Zeiss, Oberkochen) with 63x objectives (N.A. 1.4, Oil) with a 1 μm interval. OPC morphology was analyzed with ‘filament function’ of Imaris (Version 9.6, Oxford Instruments) with the following settings: ‘autopath’ selection with a maximum diameter of 10 µm and seed points with 0.3 µm; elimination of seed points within a 20 µm sphere region around starting points; and removal of disconnected segments using a 0.6 µm smooth method. Sholl analysis was performed and the distance between each circle was set at 1 µm. Subsequent to filament reconstruction, individual datasets for Sholl analysis were exported for further examination.

#### Analysis of process-somata contact

Images were acquired with LSM 880 confocal microscope (Zeiss, Jena) with 63x objectives with 1 μm interval. Three D-reconstruction of neuronal somata was conducted with Imaris. Subsequently, OPC processes were reconstructed in ‘surface’ mode, touching objects were split with 0.5 µm seed point diameter using morphological split, and the distance to neuronal soma was set as <0.25 µm. Following OPC process reconstruction, individual volume of contacting segment of each processes were exported for further analysis.

#### Neuronal lysosome analysis

Neuronal somata were segmented using the ‘Surface’ function in Imaris. Lysosomes within the somata were imaged using a STED microscope, and their absolute volume and number were analyzed with the following settings in the ‘Surface’ function: object detection was performed using a background subtraction with a threshold of 0.15, followed by automatic thresholding with a seed point diameter of 0.1 µm based on intensity. Seed points were filtered as ‘above automatic threshold,’ and no surface filtering was applied. After spot reconstruction, separate datasets for volume and the shortest distance to the OPC and neuronal surfaces were exported into individual Excel files for further analysis.

#### Stimulated emission depletion (STED) microscopy

Imaging was performed on an inverted STED Microscope (Expert Line, Abberior Instruments, Göttingen, Germany) using 488 nm, 561 nm, and 640 nm pulsed excitation lasers with respective detections at 498–520 nm, 605–625 nm, and 650–720 nm. Brain slices were visualized with a 100x silicone oil immersion objective (NA 1.4, UPLSAPO100XS, Olympus, Hamburg, Germany). STED images of lysosomes were acquired with 640 nm excitation and 775 nm STED laser with a toroidal (“donut”) depletion pattern of the STED focus. The images were recorded using Imspector software (Abberior) with a voxel size of 20 × 20 × 300 nm^3^. The pinhole size was set to 1.08 Airy Units. For 3D rendering with Imaris, image stacks were planewise linearly deconvolved (Wiener filtered) using theoretical point-spread functions and customized MATLAB codes, and further denoised with Gaussian and Median filters.

#### Ultrastructural images of OPC-neuron contact and analysis

To confirm the presence of OPC process-neuron somata contacts, we used the dataset available online at https://microns-explorer.org/ (for mouse cortex)^14^ and H01 dataset at http://h01-release.storage.googleapis.com/landing.html (for human non-pathological temporal lobe)^15^. Both datasets have segmented each cell, most of which have been given identity number and cell type, thereby can be viewed using Neuroglancer. For the human data, we selected ‘microglia/OPC’ identified by the authors, further defining OPC identification based on their morphology. We analyzed cortical layers 2-6 individually by randomly selecting approximately 150 neurons per layer without bias. We examined PSCs in 3D using Neuroglancer. For the mouse data, we focused on 18 OPCs identified by the authors, selecting approximately 30 neurons located near these OPCs based on neuronal morphology, such as spine and dendrite characteristics. We then inspected the PSCs between OPC processes and neuronal somata using the 3D view in Neuroglancer.

### Next-generation RNA sequencing

For the RNA-seq analysis, 2 mice of the same group (ctl or dKO) were pooled and in total 6 mice were analyzed per group. The library underwent preparation and sequencing procedures conducted by Novogene, employing a series of meticulous methods. The initial quality assessment involved 1% agarose gel electrophoresis to evaluate RNA degradation and potential contamination. Subsequently, sample purity and preliminary quantitation were determined using the Bioanalyser 2100 from Agilent Technologies, USA. This instrument was also instrumental in assessing RNA integrity and final quantitation.

For library preparation, oligo d(T)25 magnetic beads were utilized to selectively isolate mRNA from the total RNA sample, employing a method known as polyA-tailed mRNA enrichment. Following this, mRNA underwent random fragmentation, and cDNA synthesis ensued using random hexamers and the reverse transcriptase enzyme. Upon completion of the first chain synthesis, the second chain was synthesized with the addition of an Illumina buffer. Through the presence of dNTPs, RNase H, and polymerase I from E. coli, the second chain was obtained via nick translation. The resultant products underwent purification, end-repair, A-tailing, and adapter ligation. Fragments of the appropriate size were enriched through PCR, introducing indexed P5 and P7 primers, with final products subjected to purification.

Verification of the library was carried out using Qubit 2.0 and real-time PCR for quantification, while the Agilent 2100 bioanalyzer was employed for size distribution detection. Quantified libraries were pooled and subsequently sequenced on the Illumina Novaseq 6000 platform, based on effective library concentration and data volume.

The qualified libraries underwent Next Generation Sequencing utilizing Illumina’s Sequencing Technology by Synthesis, wherein fluorescence detection was employed for nucleotide identification during the synthesis of the complementary chain. The Novaseq 6000 sequencing system was instrumental in conducting the parallelized and massive sequencing of the libraries. The sequencing strategy employed was paired end 150 bp.

### RNA-seq data processing

The quality of RNA sequencing reads was assessed through FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Alignment to the GRCm38 Mus musculus genome was carried out using HISAT2 v2.0.5^38^ with default parameters. The gene count matrix for each sample was generated using featureCounts v1.5.0-p3^39^. The subsequent analysis utilized the DEseq2 v1.20.0 package in R program^40^. Genes with a normalized count below 10 were excluded from downstream analysis. Significantly deregulated genes were identified with a false discovery rate below 0.05.

Differential expression analysis was performed with the ‘DESeq’ function with default parameters, and log fold change shrinkage was applied to the analysis results. Heatmaps depicting differentially expressed genes (DEGs) (neurons with a *p-*value < 0.05; OPCs with a *p*-value < 0.02) were visualized using pheatmap v1.0.12^41^. Selected gene set enrichment analysis for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways was conducted with ClusterProfiler v3.8.1^42^. GO enrichment analysis was conducted on significant positive genes using the hypergeometric test. Statistical significance was adjusted for multiple testing using the False Discovery Rate method (Benjamini–Hochberg procedure). GO terms from the Biological Process (BP), Cellular Component (CC), and Molecular Function (MF) with an adjusted *p*-value < 0.05 were considered significantly enriched. Significance in KEGG pathway enrichment analysis was determined by adjusted *p*-values < 0.05.

### Statistical analysis

Data were analyzed with Graphpad Prism 10.1.2 and Originpro 2022. Figures were generated with Adobe Indesign 2023/2024 and Adobe illustrator 2023/2024. For all immunostainings, two randomly selected brain slices of each mouse were used. At least three animals of each sex were analyzed per group and the data from both sexes were pooled as no sex-difference was observed. Normal distribution was tested within Graphpad Prism, and normally distributed dataset were analyzed with unpaired *t* tests, paired *t* test, one-way ANOVA and two-way ANOVA (indicated in each figure legend), while the Kruskal–Wallis test was used for non-normally distributed datasets. The used statistical analysis and *P*-values are indicated in the figures and legends. Data were shown as mean ± SEM. Three-five independent experiments were performed for the in vitro experiment (each experiment required one P0-1 pup for neuronal preparation and 4 P3-6 pups for OPC preparation).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Video 1

Supplementary Video 2

Supplementary Video 3

Supplementary Video 4

Supplementary Video 5

Supplementary Video 6

Reporting Summary

Transparent Peer Review file

## Source data

Source Data File

## Data Availability

All the data generated or analyzed in this study are included in the figures, texts, and supplementary information files. The bulk RNA seq data of OPCs and neurons generated in this study have been deposited in the GEO repository database under accession code GSE285995. Source data are provided with this paper.

# Supplementary material for: Oligodendrocyte precursor cells facilitate neuronal lysosome release
**Source:** Nat Commun. 2025 Jan 30;16:1175. doi: 10.1038/s41467-025-56484-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary information for**  
**Oligodendrocyte precursor cells facilitate neuronal lysosome release**

Li-Pao Fang<sup>1,2,3</sup>, Ching-Hsin Lin<sup>3,4#</sup>, Yasser Medlej<sup>5#</sup>, Renping Zhao<sup>6</sup>, Hsin-Fang Chang<sup>3,4</sup>, Qilin Guo<sup>1</sup>, Zhonghao Wu<sup>7</sup>, Yixun Su<sup>7,8</sup>, Na Zhao<sup>1,9</sup>, Davide Gobbo<sup>1</sup>, Amanda Wyatt<sup>3,10</sup>, Vanessa Wahl<sup>3,10</sup>, Frederic Fiore<sup>11</sup>, Szu-Min Tu<sup>3,4</sup>, Ulrich Boehm<sup>3,10</sup>, Wenhui Huang<sup>1</sup>, Shan Bian<sup>12</sup>, Amit Agarwal<sup>11</sup>, Marcel A. Lauterbach<sup>5</sup>, Chenju Yi<sup>8</sup>, Jianqin Niu<sup>7</sup>, Anja Scheller<sup>1,3</sup>, Frank Kirchhoff<sup>1,3\*</sup>, Xianshu Bai<sup>1,2,3\*</sup>

# These authors contributed equally to the work.

## Supplementary Methods

### Animals

NG2-CreER x CAG-LSL-hM3Dq-pta-mCitrine x Rosa26-LSL-tdTomato<sup>1-3</sup> mice were maintained in the animal facility of the institute for Anatomy and Cell Biology, Heidelberg University, Germany. Tamoxifen in sunflower seed oil (100mg/kg/day) was administered for 5 consecutive days at the age of 4 weeks<sup>3</sup> (**Suppl. Fig. 5**).

TgH (NG2-CreER<sup>T2</sup>)<sup>4</sup> mice carrying Rosa26-<sup>fl</sup>STOP<sup>fl</sup>-GCaMP3 (NG2<sup>CT2-GCaMP3</sup>)<sup>5</sup> or CAG-<sup>fl</sup>CTA<sup>fl</sup>-EGFP reporter (NG2<sup>CT2-EGFP</sup>)<sup>6</sup> were maintained in C57Bl/6N background and used for morphological analysis (**Suppl. Fig. 3; Suppl. Fig. 4J**). Tamoxifen in Miglyol<sup>®</sup>812 (100mg/kg bodyweight, Caesar & Lorentz GmbH, Hilden, Germany) was administered to NG2<sup>CT2-GCaMP3</sup> mice at the age of 5 weeks (w) for five consecutive days and analyzed at 9 w, while for NG2<sup>CT2-EGFP</sup> mice was administered at the age of 11 w for one day and analyzed four days later .

### AAV injection

Adult mice at the age between 8-12 weeks were administered with 10 mg/kg of Carprofen one hour before the surgery. Mouse was fixed on a stereotactic apparatus under continuous inhalational isoflurane (5% for induction and 2% for maintenance with mixture of O<sub>2</sub> and N<sub>2</sub>O), and the eyes were covered by Bepanthen (Bayer). After sterile cleaning and skin incision, for intracortical injection, the skull was then thinned laterally by 1.5 mm and longitudinally by 1.8-2 mm from Bregma using a dental drill. AAV8-hSynapsin1-hM3D(Gq)-mCherry (Addgene, #50474,  $\geq 2 \times 10^{12}$  vg/ml) in a volume of 0.3  $\mu$ l was injected intra-cortically with a rate of 0.1  $\mu$ l/min at a depth of 0.6 mm from pia. The syringe was kept in place for 5 min after the injection to avoid liquid reflux. Following the surgeries, the incision was sutured and analgesia was administered intraperitoneally daily for three consecutive days for postoperative pain management. Animals injected with virus or KA also received Tramal (0.4 mg/ml) in the drinking water for the first seven days or Buprenorphin (1 mg/kg) *ad libitum* in the drinking water for the first three days after the injection, respectively.

### CNO administration *in vivo*

After three-four weeks of successful microinjection of AAV8-hSynapsin1-hM3D(Gq)-mCherry, mice were administered with intraperitoneal injection of CNO (5 mg/kg in saline, helloBio) for five consecutive days. Mice were sacrificed 2 hours after the last CNO injection.

For NG2-CreER x CAG-LSL-hM3Dq-pta-mCitrine x Rosa26-LSL-tdTomato mice, two weeks after the last tamoxifen injection, mice were administered CNO intraperitoneally (1mg/kg in saline, HelloBio) for five consecutive days and were sacrificed 2 days after the last CNO injection<sup>3</sup>.

### **Calcium imaging and analysis in primary neurons**

To indicate neuronal activity, genetically encoded calcium indicator was delivered to the neurons using AAV-hSyn-GCaMP6m-XC (Addgene, #118975). At 1 DIV, 2ml of AAVs ( $\geq 2 \times 10^{11}$  vg/ml) was added to each well of the 6-well plate. At 7 DIV, AAV8-hSynapsin1-hM3D(Gq)-mCherry ( $\geq 2 \times 10^{11}$  vg/ml) was added to each well (2 ml/well) for manipulation of neuronal activity combined with CNO.

Neurons at 12-14 DIV were placed in the imaging chamber of LSM 780 confocal microscope with consistent temperature (37 °C) and CO<sub>2</sub> supply (5%). Live imaging was performed with 40× objective at single layer with a recording frequency of 4.16 Hz. The baseline was recorded for 4 minutes, followed by another 4 minutes recording after CNO (40  $\mu$ M) application.

Calcium recording from neuronal cultures were analyzed using Fiji ImageJ. Whole-field fluorescence signal trace (Z-axis profile) was processed using the ImageJ plug-in Find Peaks after drifting correction and using the auto-threshold background calculation. Peak amplitude (calculated as  $\Delta F/F_0$ ) and frequency before and after CNO application were compared using a two-tailed paired t-test.

## Supplementary Figures

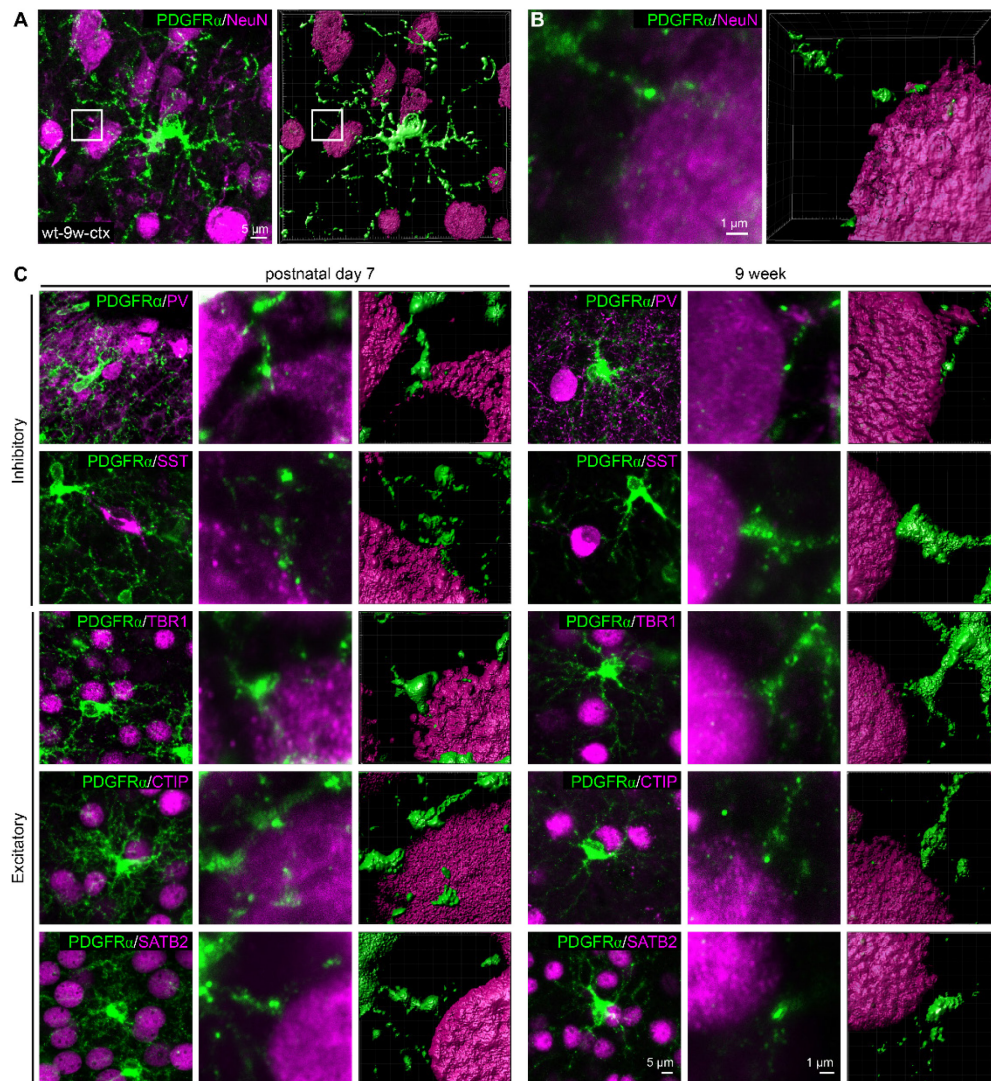

**Supplementary Figure 1.** OPCs form proximal junction with neurons in the developing and adult cortex.

**A, B** Immunostaining of OPCs and neurons with PDGFR $\alpha$  and NeuN in the cortex of adult (9-week) wild type mouse. **C** Immunostaining of OPCs and various types of neurons combining PDGFR $\alpha$  with Parvalbumin (PV), somatostatin (SST), T-box brain transcription factor 1 (TBR1), COUP-TF interacting protein (CTIP), Special AT-rich sequence-binding protein 2 (SATB2) in the developing (postnatal day 7) and adult brain.

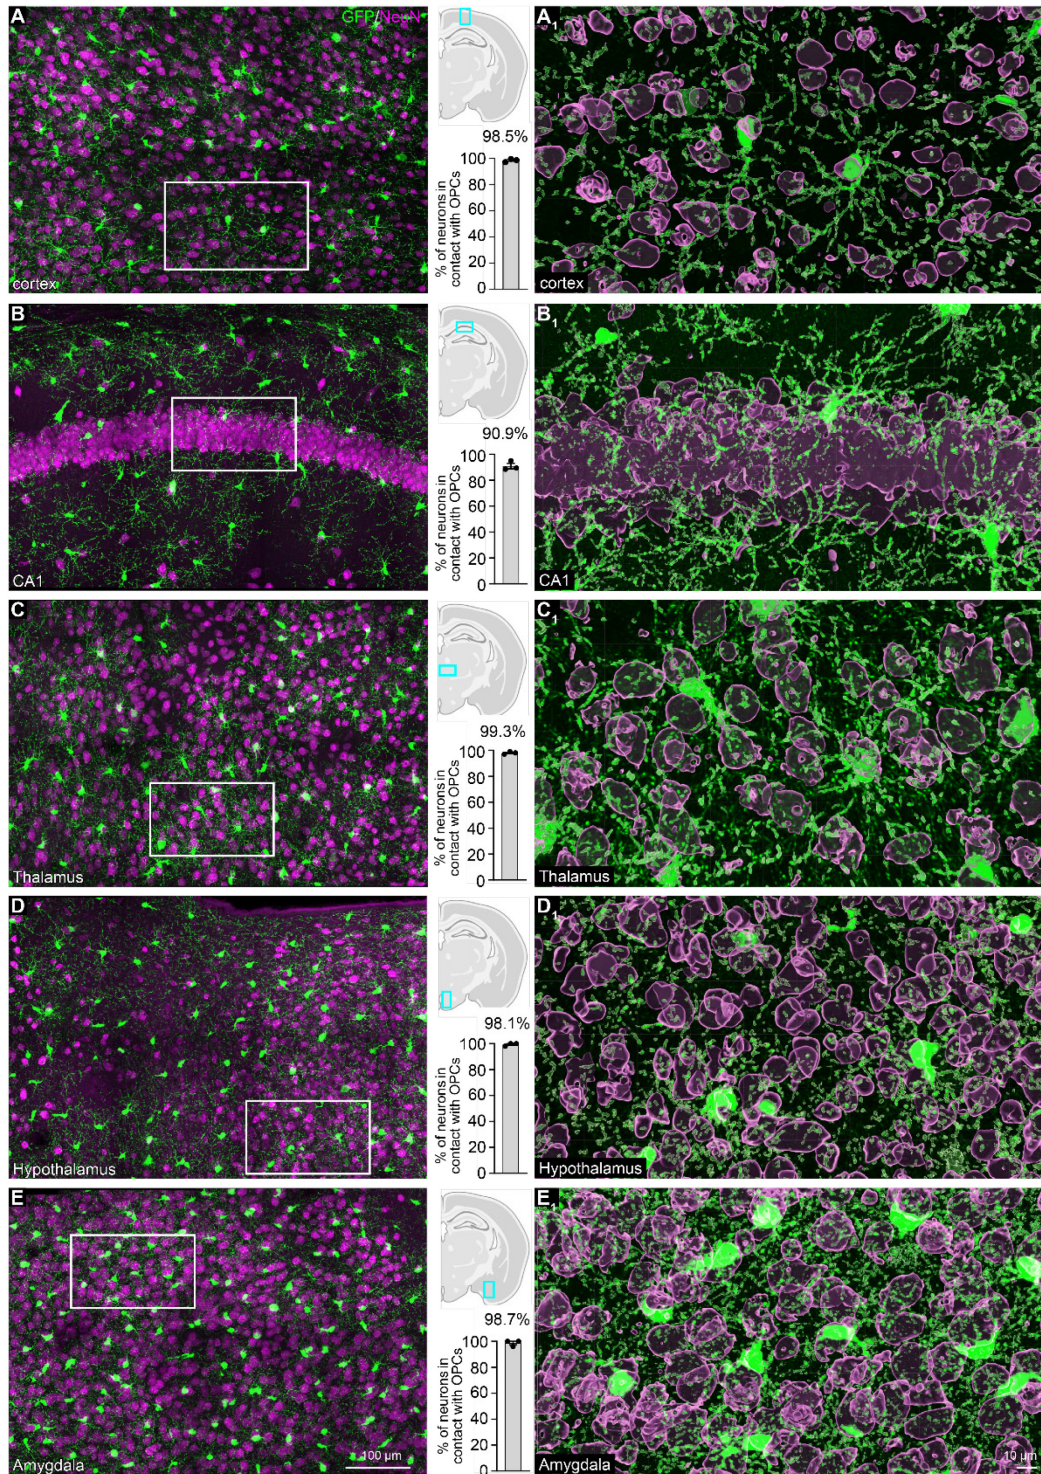

**Supplementary Figure 2.** OPC-neuron junction is a common feature in all regions of grey matter.

**A-E** Immunostaining (left panel) and 3D-reconstruction of OPCs and neurons with GFP and NeuN antibodies from cortex (**A**), hippocampal CA1 region (**B**), thalamus (**C**), hypothalamus (**D**) and amygdala (**E**) of NG2-EYFP mice. Middle panels show the percentage of neurons

receiving OPC contact in corresponding region. Data are shown as mean  $\pm$  SEM. Source data are provided as a Source Data file.

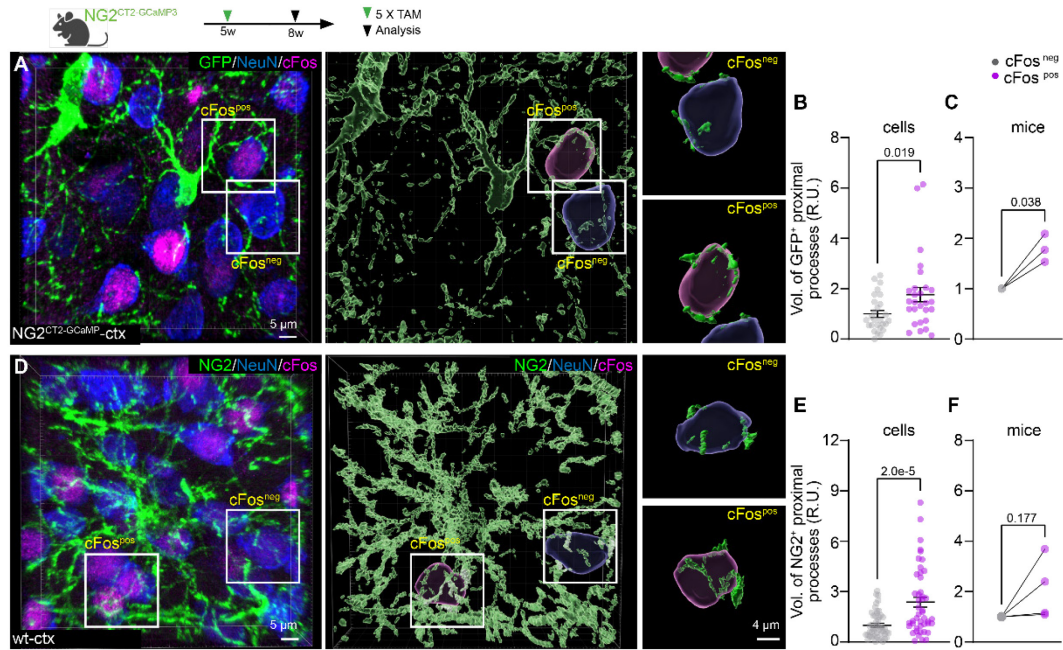

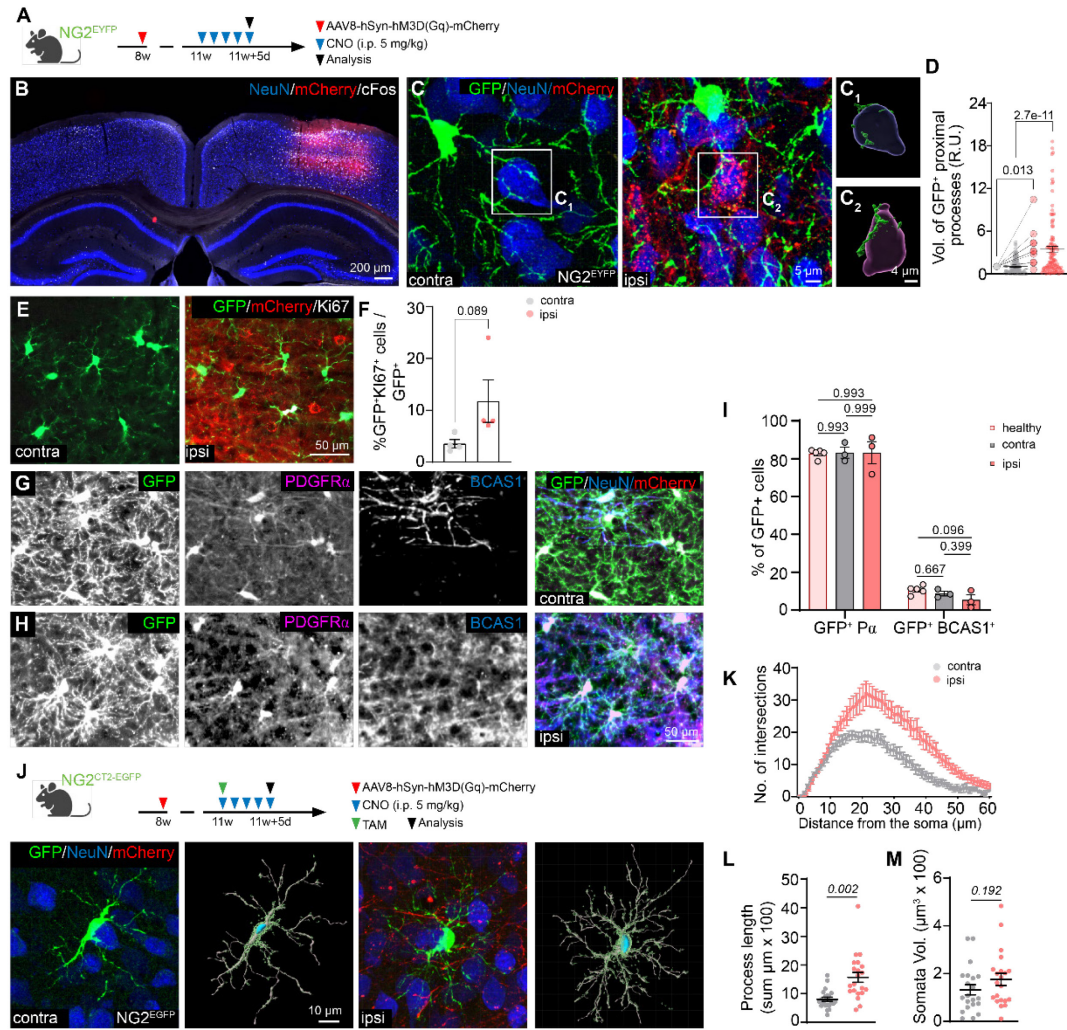

**Supplementary Figure 4.** Chemogenetic activation of neurons triggers OPC-neuron contact formation.

**A** Scheme of experimental plan. **B** Overview of coronal brain slices from NG2<sup>EYFP</sup> mice, intracortically injected with AAV8-hSyn-hM3D(Gq)-mCherry virus, immunostained for NeuN and cFos. **C** Immunostaining and 3D-reconstruction of OPCs and neurons with GFP and NeuN antibodies in contra- and ipsilateral cortex. **D** Analysis of the volume of OPC processes in contact with mCherry<sup>+</sup> and mCherry<sup>-</sup> neuronal somata (contralateral: 154 cells from 5 mice, ipsilateral: 111 cells from 5 mice, two-tailed unpaired t-test for cells and two-tailed paired t-test for mice). R.U.=relative unit, normalized to control. **E** Immunostaining of proliferating OPCs with GFP and Ki67 at the contra- and ipsilateral cortex of virus injected NG2<sup>EYFP</sup> mouse. **F** Percentage of proliferating OPCs (GFP<sup>+</sup>Ki67<sup>+</sup>) among total GFP<sup>+</sup> cells. **G** Immunostaining of OPCs and immature oligodendrocytes (OLs) with PDGFR $\alpha$  (magenta), BCAS1 (blue) and GFP (green) in the contra- and ipsilateral cortex of NG2<sup>EYFP</sup> mice after three weeks of intracortical injection of AAV8-hSyn-hM3D(Gq)-mCherry. **I** Percentage of GFP<sup>+</sup> OPCs (GFP<sup>+</sup>PDGFR $\alpha$ <sup>+</sup>) and GFP<sup>+</sup> immature OLs (GFP<sup>+</sup>BCAS1<sup>+</sup>) in the healthy, contra- and

ipsilateral cortex of NG2<sup>EYFP</sup> mice (healthy: (OPC:  $82.7 \pm 1.0\%$ ; immature OL:  $10.6 \pm 1.0\%$ ; N=5 mice); contralateral: (OPC:  $83.1 \pm 2.8\%$ ; immature OL:  $8.7 \pm 1.2\%$ ; N=3 mice); ipsilateral: (OPC:  $83.2 \pm 5.9\%$ ; immature OL:  $5.4 \pm 2.6\%$ ; N=3 mice; One-way ANOVA). **J-M** Immunostaining and 3D-reconstruction of single OPC with GFP antibody in contra- and ipsilateral side of NG2-CreER<sup>T2</sup> x CAG-<sup>fl</sup>CTA<sup>fl</sup>-EGFP mice (NG2<sup>CT2-EGFP</sup>). **K-M** Morphological analysis of OPCs in contra- and ipsilateral cortex, including the number of intersections (**K**), total length of the processes (**L**) and the volume of OPC-somata (**M**) (contra-=21 cells and ipsi-=21 cells from 4 mice; two-sided unpaired t-tests). Data are shown as mean  $\pm$  SEM. Source data are provided as a Source Data file. Created in BioRender. Fang, L. (2025) <https://BioRender.com/f32o880>

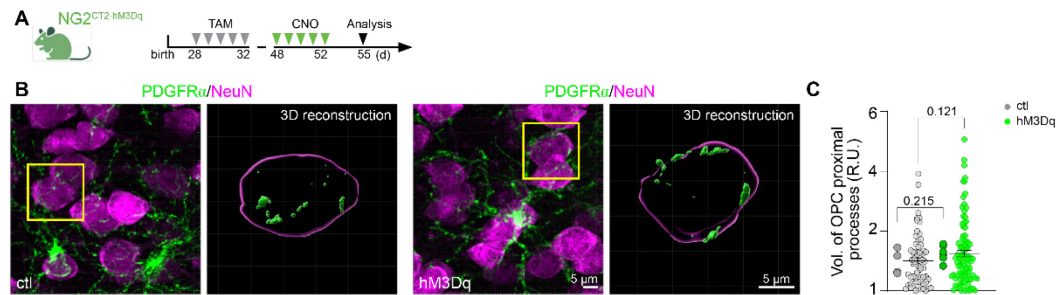

**Supplementary Figure 5.** Chemogenetic activation of OPCs does not change the contact frequency between neuronal somata and OPC processes.

**A** Scheme of the experiment. **B** Immunostaining and 3D-reconstruction of neurons (NeuN<sup>+</sup>) and OPCs (PDGFRα<sup>+</sup>) in the control and NG2-CreER x CAG-LSL-hM3Dq-pta-mCitrine (NG2<sup>CT2-hM3Dq</sup>) mice. **C** Analysis of the relative volume of OPC processes in contact with neuronal somata (ctl=66 cells from 4 mice, hM3Dq=97 cells from 4 mice, two-tailed unpaired t-test). Data are shown as mean ± SEM. Source data are provided as a Source Data file. Created in BioRender. Fang, L. (2025) <https://BioRender.com/f32o880>

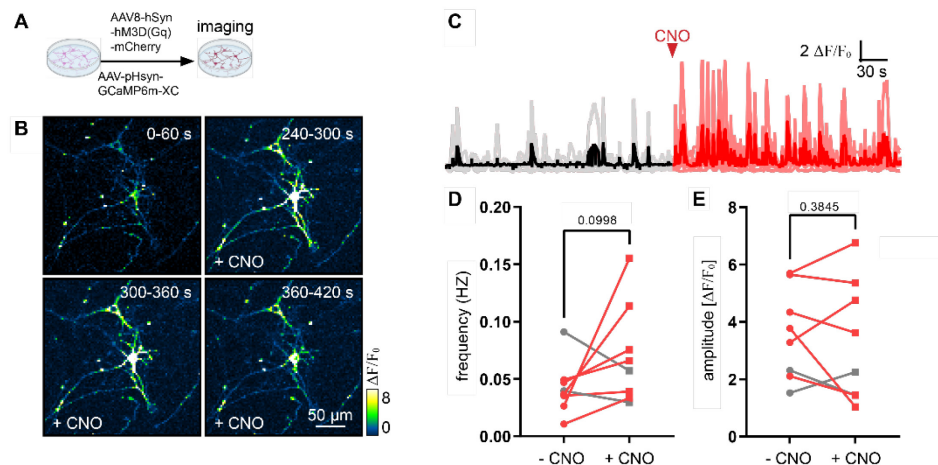

**Supplementary Figure 6.** Chemogenetic activation triggers calcium activity in primary neurons.

**A** Scheme of the experiment. **B** Exemplary microimages of primary neurons transfected with calcium indicator with AAV-pHsyn-GCaMP6m-XC. Cells were also transfected with AAV8-hSyn-hM3D(Gq)-mCherry. Calcium imaging was performed before and after Clozapine-N-oxide (CNO) application. **C** Traces of neuronal calcium events before (black line for mean of 8 traces, grey line for each single trace) and after CNO application (dark red line for mean of 8 traces, light red line for each single trace). **D**, **E** Quantitative analysis of the frequency and amplitude of neuronal calcium activity before and after CNO application (n=8 cells from 3 independent experiments, one mouse/experiment; two-tailed paired t-test). About 75% of cells responded to CNO (6 cells out of 8). Source data are provided as a Source Data file. Created in BioRender. Fang, L. (2025) <https://BioRender.com/f32o880>

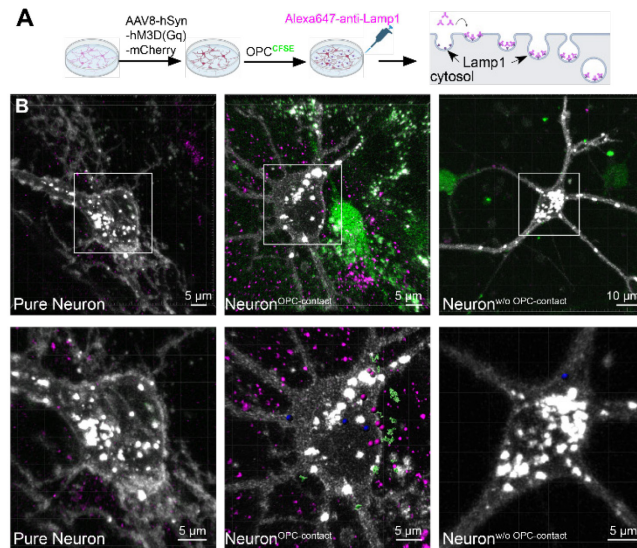

**Supplementary Figure 7.** OPC contact facilitates neuronal lysosome release. (Original images of Fig. 2G).

**A** Scheme of the experiment. **B** Live-imaging of lysosome exocytosis in neurons from pure neuronal culture and neurons with (neuron<sup>OPC-contact</sup>) or without OPC contact (neurons<sup>w/o-OPC-contact</sup>) from co-culture. In neurons<sup>OPC-contact</sup>, the Alexa647<sup>+</sup> puncta were classified into proximal (<1 μm, magenta) and distal (>1 μm, blue) based on their distance to OPC contact site. Created in BioRender. Fang, L. (2025) <https://BioRender.com/f32o880>

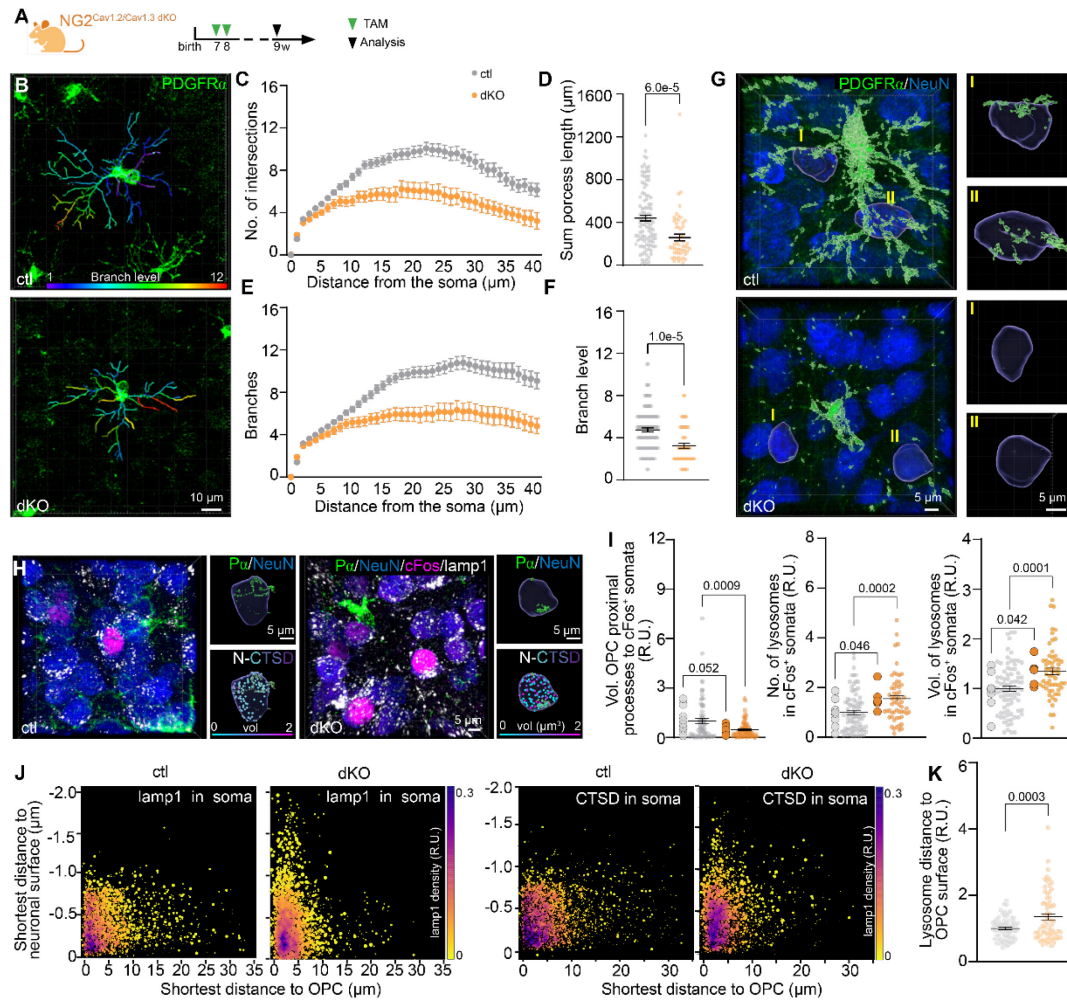

**Supplementary Figure 8.** Reduced contacts between OPC processes and neuronal somata correlates with neuronal lysosome accumulation.

**A** Experimental scheme for double conditional deletion of Cav1.2 and Cav1.3 in OPCs (dKO). **B** Exemplary images of OPCs stained with PDGFR $\alpha$  and 3D-reconstructed. **C-F** Morphological analysis of OPCs from control (ctl) and dKO mouse cortex, including the mean number of intersections on concentric circles every 1  $\mu$ m from OPC somata (**C**), total length of OPC processes (**D**), the highest level of branches on concentric circles every 1  $\mu$ m from OPC somata (**E**), and mean branch levels of OPCs (**F**). (**C-F**: ctl=108 cells from 4 mice, dKO=54 cells from 3 mice, two-tailed unpaired t-test). **G** Immunostaining and 3D-reconstruction of OPCs and neurons with PDGFR $\alpha$  and NeuN antibodies in ctl and dKO mice cortex. **H** Immunostaining and 3D-reconstruction of OPCs and neurons with PDGFR $\alpha$  and NeuN in ctl and dKO mice cortex. Neuronal activity was indicated with cFos immunoreactivity (magenta). **I** Analysis of the relative volume of OPC processes in contact with cFos $^{+}$  neurons in ctl and dKO mouse cortex (ctl=74 cells from 9 mice, dKO=74 cells from 8 mice, two-tailed unpaired t-tests). Comparison of the relative number and mean volume of lysosomes in cFos $^{+}$ .

neurons between ctl and dKO mice (ctl=84 cells from 9 mice, dKO=59 cells from 6 mice, two-tailed unpaired t-tests). **J** Plot of lysosomal volume and shortest distance to OPC surface and neuronal surface. Lysosomes were identified based on Lamp1 or Cathepsin D (CTSD) immunoreactivity. The relative volume of each lysosome is indicated by the size of the circle and the density of the lysosomes at each position were indicated by the colour code, with the purple indicating higher density (lamp1: ctl=1313 lysosomes from 4 mice, dKO=1100 cells from 4 mice, CTSD: ctl=1321 lysosomes from 4 mice, dKO=1077 cells from 4 mice, K: ctl=73 lysosomes from 4 mice, dKO=68 cells from 4 mice, two-tailed paired t-test). **K** Quantitative analysis of shortest distance between lysosomes and OPC surface. Data are shown as mean  $\pm$  SEM. Source data are provided as a Source Data file. Created in BioRender. Fang, L. (2025) <https://BioRender.com/f32o880>

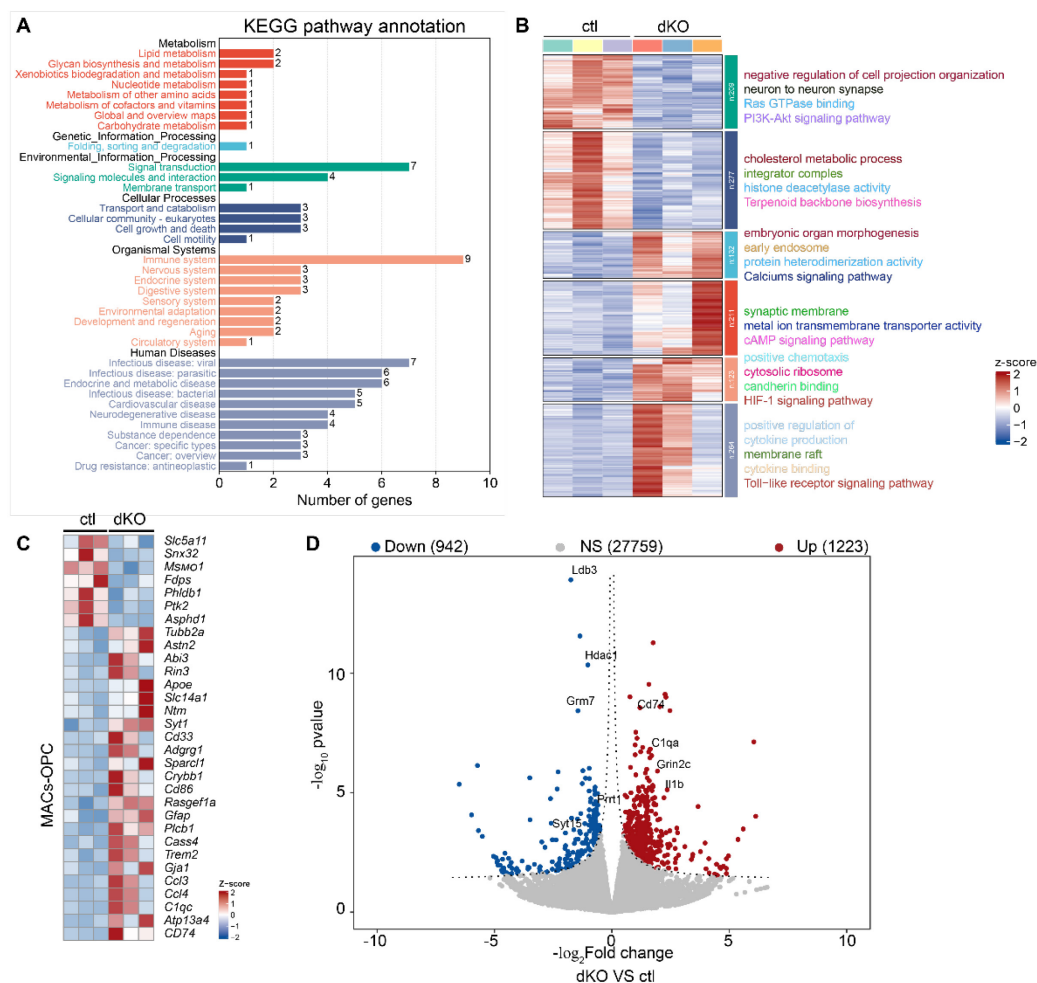

**Supplementary Figure 9.** Transcriptomic analysis of cortical OPCs from Cav1.2/Cav1.3 double knockout mice.

**A** KEGG pathway enrichment of differentially expressed genes (DEGs) in OPCs of dKO mouse cortex compared to control. **B** Heatmap of all the DEGs from the OPCs of control and dKO mouse cortex, which were classified into 6 clusters. **C** Comparison of Alzheimer's disease-related genes differentially expressed in OPCs from ctl and dKO mouse cortex. **D** Volcano plot of DEGs identified between control and dKO OPCs. Red dots indicate DEGs with more than 1 fold increase (eg. *Cd74*: padj=1.96E-6; *C1qa*: padj=1.67E-4; *Grin2c*: padj=2.610E-4; *Il1b*: padj=7.44E-4); Blue dots indicate DEGs with more than 1 fold decrease (eg. *Ldb3*: padj=1.12E-10; *Hdac*: padj=1.62E-7; *Prrt1*: padj=0.01; *Syt15*: padj=0.012); Grey dots indicates unchanged DEGs. 

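In OPCs, the gene that passed the adjusted threshold was 1520401A03Rik (ENSMUSG00000043747, chromosome 17 from 23923462 to 23941757), with raw counts of 625, 487 and 479 in the ctl libraries and 7, 3 and 8 in the dKO libraries (adjusted p = 0.000110, edgeR). Without dKO replicate 2, which differs from the other OPC libraries in its sex-linked genes, 199 genes passed, 181 of them higher. Of the genes whose normalized counts in the groups did not overlap, there were 2944, or 17.0% of those tested, where chance gives 10%. C1qa rose from 459 ± 71.5 (SD, n = 3) in ctl to 1358 ± 582 (SD, n = 3) in dKO OPCs, with a log2 fold change of 1.57 (adjusted p = 0.246). Grin2c and Il1b rose by 1.62 and 1.93 on the log2 scale, each with an adjusted p of 0.246. Hdac1 was lower, with a log2 fold change of -1.02 (standard error 0.12, adjusted p = 0.0714). Its pseudogene Hdac1-ps, with which reads can be shared, rose by 1.75 on the log2 scale. Prrt1 had a log2 fold change of -0.67 (adjusted p = 0.246), and Syt15 one of -1.33 (adjusted p = 0.286). For all 8 genes that the legend of Supplementary Fig. 9D names, the 3 dKO libraries lay on one side of the 3 ctl libraries. Of the 31 genes that Supplementary Fig. 9C lists, 24 were higher in dKO OPCs. All 31 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested, and since the list was chosen on these samples the first count is not independent evidence. Without ctl replicate 1 that count was 18, and without ctl replicate 2 it was 19. With the microglia markers as a covariate, 12 passed over the list alone and 22 were higher, in a fit whose group difference rests largely on dKO replicate 2. Without dKO replicate 2, 23 passed over the list alone and 9 over all genes tested. With DESeq2, 13 of the 31 passed over all genes tested.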

Source data are provided as a Source Data file.

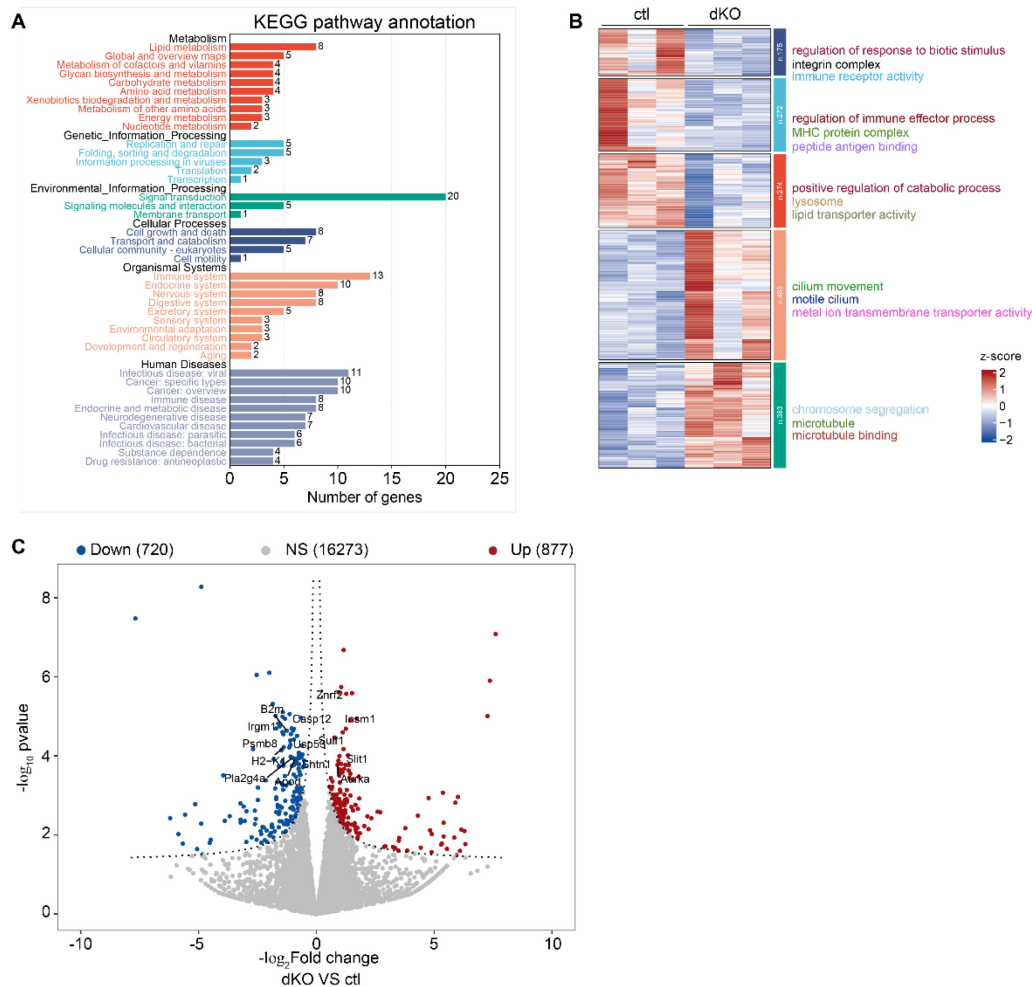

**Supplementary Figure 10.** Transcriptomic analysis of neurons from Cav1.2/Cav1.3 double knockout mouse cortex.

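In the neuron libraries, Znrf2 rose from a normalized count of 104 ± 21.8 (SD, n = 3) in ctl to 252 ± 11.7 (SD, n = 3) in dKO mice, a log2 fold change of 1.27 (standard error 0.24, adjusted p = 0.521, edgeR). Insm1, Slit1 and Aurka were also higher, with log2 fold changes of 1.26, 1.16 and 0.90, and Sulf1 rose from 874 ± 242 (SD, n = 3) to 1905 ± 467 (SD, n = 3). B2m was lower, at 24093 ± 3829 (SD, n = 3) in dKO against 57437 ± 26293 (SD, n = 3) in ctl libraries, with a log2 fold change of -1.25. Irgm1 had a log2 fold change of -1.44, Casp12 of -1.08, Psmb8 of -1.39, H2-K1 of -1.38 and Usp53 of -0.73. Without ctl replicate 1, the value was -0.83 for B2m and for H2-K1 and -0.92 for Psmb8. For each of the 13 genes that the legend names as increased or decreased, the adjusted p was 0.521 and the 3 dKO libraries lay on one side of the 3 ctl libraries. B2m, Irgm1, Casp12, Psmb8 and H2-K1 belong to a list of 53 interferon and major histocompatibility complex genes, of which 52 were lower in dKO neurons. The median log2 fold change of this list was -1.03, and without ctl replicate 1 its median relative to all genes was -0.78. In neurons, 2199 genes, or 15.3% of those tested, had groups that did not overlap, where chance gives 10%.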

**A** KEGG pathway enrichment of differentially expressed genes (DEGs) in neurons of dKO mouse cortex compared to control. **B** Heatmap of all the DEGs from the neurons of control and dKO mouse cortex, which were classified into 5 clusters. **C** Red dots indicate DEGs with more than 1 fold increase (eg. *Znrf2*: padj=4.36E-3; *Insm1*: padj=0.0138; *Sulf1*: padj=0.015; *Slit1*: padj=0.028; *Aurka*: padj=0.044); Blue dots indicate DEGs with more than 1 fold decrease (eg. *B2m*: padj=0.014; *Irgm1*: padj=0.015; *Casp12*: padj=0.015; *Psm8*: padj=0.015; *H2-K1*: padj=0.027; *Usp53*: padj=0.033; *Pla2g4a*: padj=0.036; *Apod*: padj=0.037); Grey dots indicates unchanged DEGs. Source data are provided as a Source Data file.

## Supplementary Tables

**Supplementary Table 1. List of primary antibodies.**

| <b>Antibodies</b>               | <b>Host</b> | <b>Dilutions</b> | <b>Cat. No.</b> | <b>Company</b>   |
|---------------------------------|-------------|------------------|-----------------|------------------|
| <b>Cathepsin D</b>              | Rabbit      | 1:500            | ab75852         | abcam            |
| <b>cFos</b>                     | Guinea pig  | 1:1000           | 226004          | Synaptic Systems |
| <b>CTIP</b>                     | Rat         | 1:500            | 650601          | Biolegend        |
| <b>GABA</b>                     | Rabbit      | 1:500            | 20094           | Immunostar       |
| <b>GAD67</b>                    | Mouse       | 1:500            | MAB5406         | Millipore        |
| <b>GFP</b>                      | Goat        | 1:1000           | 600-101-215     | Rockland         |
| <b>GFP</b>                      | Rabbit      | 1:1000           | 632593          | Clontec          |
| <b>IBA1</b>                     | Rabbit      | 1:1000           | 019-19741       | Wako             |
| <b>IBA1</b>                     | Goat        | 1:500            | ab5076          | abcam            |
| <b>Lamp1</b>                    | Rat         | 1:250            | 121602          | Biolegend        |
| <b>NeuN</b>                     | Rabbit      | 1:500            | ab104225        | abcam            |
| <b>NeuN</b>                     | Mouse       | 1:250            | MAB377          | Millipore        |
| <b>NG2</b>                      | Rat         | 1:100            |                 | Trotter Lab      |
| <b>p16INK4a</b>                 | Mouse       | 1:250            | MA5-17142       | Invitrogen       |
| <b>Parvalbumin</b>              | Mouse       | 1:500            | P3088           | Sigma            |
| <b>PDGFR<math>\alpha</math></b> | Goat        | 1:500            | AF1062          | R&D Systems      |
| <b>SATB2</b>                    | Rabbit      | 1:500            | ab92446         | abcam            |
| <b>Somatostatin</b>             | Rat         | 1:250            | MAB354          | Millipore        |
| <b>TBR1</b>                     | Rabbit      | 1:500            | 49661           | Cell Signaling   |

**Supplementary Table 2. List of secondary antibodies.**

| Antibodies              | Fluorophore           | Dilutions | Cat. No.    | Company                            |
|-------------------------|-----------------------|-----------|-------------|------------------------------------|
| Donkey anti-mouse       | Alexa Fluor® 488      | 1:1000    | A21202      | Thermo Fisher                      |
|                         | Alexa Fluor® 546      | 1:1000    | A10036      |                                    |
|                         | Alexa Fluor® 647      | 1:1000    | A31571      |                                    |
|                         | DyLight® 755          | 1:1000    | SA5-10171   | Invitrogen                         |
| Donkey anti-rabbit      | Alexa Fluor® Plus 405 | 1:1000    | A48258      | Thermo Fisher                      |
|                         | Alexa Fluor® 488      | 1:1000    | A21206      |                                    |
|                         | Alexa Fluor® 546      | 1:1000    | A10040      |                                    |
|                         | Alexa Fluor® 647      | 1:1000    | A31573      |                                    |
|                         | Alexa Fluor® 790      | 1:1000    | A11374      |                                    |
| Donkey anti-goat        | Alexa Fluor® 488      | 1:1000    | A11055      | Thermo Fisher                      |
|                         | Alexa Fluor® 546      | 1:1000    | A11056      |                                    |
|                         | Alexa Fluor® 647      | 1:1000    | A21447      |                                    |
|                         | Alexa Fluor® 750      | 1:1000    | ab175744    | abcam                              |
| Donkey anti-rat         | Alexa Fluor™ Plus 405 | 1:250     | A48268      | Invitrogen                         |
|                         | DyLight-755           | 1:500     | SA5-10031   | Thermo Fisher                      |
| Donkey anti- guinea pig | Alexa Fluor® 488      | 1:500     | 706-545-148 | Jackson Immuno Research Europe Ltd |
|                         | Alexa Fluor® 647      | 1:500     | 706-605-148 |                                    |
| Goat anti-rat           | ATTO® 647N            | 1:250     | 40839       | Sigma-Aldrich                      |
| Goat anti- rabbit       | ATTO® 647N            | 1:100     | 612-156-120 | Rockland                           |

- 1 Zhu, X. *et al.* Age-dependent fate and lineage restriction of single NG2 cells. *Development* **138**, 745-753 (2011). <https://doi.org/10.1242/dev.047951>
- 2 Zhu, H. *et al.* Cre-dependent DREADD (Designer Receptors Exclusively Activated by Designer Drugs) mice. *Genesis* **54**, 439-446 (2016). <https://doi.org/10.1002/dvg.22949>
- 3 Fiore, F. *et al.* Norepinephrine regulates calcium signals and fate of oligodendrocyte precursor cells in the mouse cerebral cortex. *Nat Commun* **14**, 8122 (2023). <https://doi.org/10.1038/s41467-023-43920-w>
- 4 Huang, W. *et al.* Novel NG2-CreERT2 knock-in mice demonstrate heterogeneous differentiation potential of NG2 glia during development. *Glia* **62**, 896-913 (2014). <https://doi.org/10.1002/glia.22648>
- 5 Paukert, M. *et al.* Norepinephrine controls astroglial responsiveness to local circuit activity. *Neuron* **82**, 1263-1270 (2014). <https://doi.org/10.1016/j.neuron.2014.04.038>
- 6 Nakamura, T., Colbert, M. C. & Robbins, J. Neural crest cells retain multipotential characteristics in the developing valves and label the cardiac conduction system. *Circ Res* **98**, 1547-1554 (2006). <https://doi.org/10.1161/01.RES.0000227505.19472.69>

# Supplementary material for: Oligodendrocyte precursor cells facilitate neuronal lysosome release
**Source:** Nat Commun. 2025 Jan 30;16:1175. doi: 10.1038/s41467-025-56484-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Video 1 - 2:** Live imaging was performed to monitor OPC process recruitment towards neuronal somata before (**1**) and after (**2**) chemogenetic stimulation of neurons. Neurons (white) were transfected with AAV8-hSyn-h3MD(Gq)-mCherry at 7 days *in vitro* (DIV), while OPCs labeled with CellTrace-FarRed (magenta) were introduced at 12 DIV. At 14 DIV, cells were imaged for one hour to establish a baseline, followed by an additional hour of imaging after the application of 40 µM Clozapine-N-oxide (CNO) to the medium.

**Supplementary Video 3:** Live imaging was conducted to observe neuronal lysosome trafficking near the OPC contact site. OPCs were labeled with CellTrace-FarRed (magenta), and lysosomes were visualized using LysoTracker (green). Neurons were transfected with AAV8-hSyn-h3MD(Gq)-mCherry (red) for enhanced visualization. Cells were imaged using confocal laser scanning microscopy (LSM) for 30 minutes.

**Supplementary Video 4 - 6:** Live imaging was performed to observe lysosome exocytosis in neurons under three conditions: in neuronal culture alone (**4**), neurons in contact with OPCs in co-culture (**5**), and neurons without OPC contact in co-culture (**6**). Neurons were transfected with AAV8-hSyn-h3MD(Gq)-mCherry (white), while OPCs were labeled with CellTrace-CFSE (green). To visualize lysosomal exocytosis, Alexa647-conjugated anti-LAMP1 antibody (magenta) was introduced into the medium, binding to the luminal domain of LAMP1, which becomes exposed during exocytosis.

# Supplementary material for: Oligodendrocyte precursor cells facilitate neuronal lysosome release
**Source:** Nat Commun. 2025 Jan 30;16:1175. doi: 10.1038/s41467-025-56484-8
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the data generated or analyzed in this study are included in the figures, texts, and supplementary information files. . The bulk RNA seq data of OPCs and neurons generated in this study have been deposited in the GEO repository database under accession code GSE285995. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Samples sizes are described in figure legends. No statistical methods were used to pre-determine sample sizes. In all animal experiments, 3-10 mice (indicated in figure legends) were analyzed per group. For in vitro studies, experiments are performed 3-5 times independently (indicated in figure legends). |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                            |
| Replication     | For in vivo experiments, littermates from different breeding pairs were studied and the data were pooled. (Materials and Methods).                                                                                                                                                                                |
| Randomization   | Littermates with different genotypes were assigned to corresponding groups, i.e. ctl and cKO groups.                                                                                                                                                                                                              |
| Blinding        | Yes, the studies for image analysis and cell culture experiments were performed blind. (Materials and Methods).                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------|
| Antibodies used | Yes, described in detail in the supplementary tables 1-2                                                    |
| Validation      | Each antibody has been widely used and reported. Relevant information is available on the vendor's website. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Details of animals used in the study are listed in the 'Animals' section of the 'Materials and Methods'.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Wild animals            | None                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | We have pooled the data from both the males and females, as no sex-dependent difference has been observed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | None                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | Majority of the experiments were carried out at the University of Saarland in strict accordance with recommendations of European and German guidelines for the welfare of experimental animals. Animal experiments were approved by Saarland state's "Landesamt für Gesundheit und Verbraucherschutz" in Saarbrücken/Germany (animal license numbers: 65/2013, 12/2014, 34/2016, 36/2016, 03/2021, 07/2021, 08/2021, Perfusion-2023, VM2024-03 and 17/2023) and 'Laboratory animal welfare and ethics committee' of the Third Military Medical University, China (SYXK (YU) 2022-0018). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

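The processed values of 12 RNA-seq libraries were analysed: OPCs and neurons from the cortex of ctl and dKO mice, with 3 libraries per group and cells of 2 mice pooled in each library. The mice had received tamoxifen at 100 mg/kg on postnatal days 7 and 8.

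For OPCs, the authors deposited raw read counts per Ensembl gene for 30165 genes, together with FPKM values and their own DESeq2 log2 fold changes, p-values and adjusted p-values. Their methods state alignment with HISAT2 to GRCm38 and counting with featureCounts. The FPKM values the authors deposited, which scale the counts by gene length and sequencing depth, were not used for any test. The coordinates in this table are not those of GENCODE M21 on GRCm38, with the same start and end for 2.10% of the matched identifiers, and no coordinates were converted. For neurons, the authors deposited estimated counts per RefSeq transcript, for 66298 transcripts of 17918 genes. How these estimated counts were made is not stated in the paper's text. They were summed per gene and rounded to whole numbers, and 17794 gene identifiers were matched to symbols through the RefSeq table of GRCm38.p6. Genes without a symbol held 0.0441% of the counts. The tables of the cell types were counted in different ways, so each was tested on its own and no test of the difference between cell types was run.

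Each library was assigned to its group by the column names and the sample titles. The replicate numbers of the OPC libraries follow the deposited table, and those in the Source Data follow another order. Total counts per library ranged from 14935963 to 19812274 in OPCs and from 15052892 to 16344601 in neurons. Replicate libraries differed by more than sampling noise, with a chi-square per gene of at least 15.7, so no library is a copy of another.

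For each cell type, genes with a mean TMM-normalized count of at least 10 were compared between dKO and ctl with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) at default settings, with genotype as the only term and Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of F. DESeq2 1.42.0 was an alternative. The scripts were tested on simulated data with 200 genes changed by a log2 fold change of 2. Of the changed genes that were tested, 177 of 190 were called in OPCs and 171 of 196 in neurons, with 10 and 5 unchanged genes called. The simulated counts followed a dispersion trend, without variation between genes around it or effects shared within a library. These rates test the scripts and do not give the power on the real libraries. With 3 libraries against 3, an exact permutation test of one value cannot give a p under 0.1.

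Gene lists were written by hand before the count tables were read, though after the paper's Source Data, which lists genes changed in OPCs, had been read, and are not GO or KEGG terms: 6 lists stand for the gene groups the paper names (105 to 200 genes each), and 14 lists hold cell type markers or interferon and major histocompatibility complex genes. Each list was tested in both cell types with limma's camera test (limma 3.58.1, correlation 0.01), which made 12 and 28 tests, each adjusted as its own family. Overlap with genes past the threshold was tested with a one-sided Fisher's exact test. Of the 6 lists, the senescence list in OPCs alone passed, and it did not pass with fry or an estimated correlation. No marker list passed with either of these.

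The genes named in the text are those the paper names for this experiment, the targeted genes, the protein-coding genes with the largest changes past the threshold whose groups do not overlap, and up to 3 genes with the smallest p of each list. The neuron genes Trpc2, Xntrpc and Tex11, the pseudogenes and the sex-linked genes were named after their values were seen.

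Before the count tables were read, 21 alternatives were set, covering tool, normalization, filter, threshold, covariates, replicate block, set test, window and each library left out. A further 10 were added afterwards: DESeq2 on all genes of the table, edgeR's likelihood-ratio test, a term for Y-linked counts, edgeR with robust dispersions, edgeR with bias-adjusted deviances, an unadjusted threshold in 3 windows for genes near the targeted loci, and an unadjusted p under 0.05 with either form of DESeq2. The added edgeR forms were tried because the quasi-likelihood test gave few genes, and its default form was kept throughout. Several tests of explanations in the closing section were written after related values had been seen. For the share of oligodendrocyte RNA, the microglia scores were compared with the endothelial scores first and then with those of all 11 other marker lists. The rule used, a gap between the groups larger than the range within either group for any of these lists, was set after those values had been seen. The rule for the summed counts of Hdac1 and its pseudogene was also set after they had been seen. For the interferon genes, a comparison with endothelial markers per library was also tried and set aside in favour of the rule written earlier.

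The human values of the paper's figures, the enrichment of GO and KEGG terms and the reads themselves were not analysed here.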

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

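The tests in this part were chosen after the results were seen, apart from that of microglial RNA, which was set before the data were examined but after the paper's list of OPC genes had been read.

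Irgm1 moved in opposite directions in the cell types. Each dKO library of OPCs lay above each ctl library, and each dKO library of neurons lay below each ctl library, which gives a difference of 2.13 between the log2 fold changes (0.69 in OPCs and -1.44 in neurons). The difference itself was not tested, and neither change passed an adjusted p of 0.05 with edgeR's quasi-likelihood test. The change in neurons passed with DESeq2 (adjusted p = 0.0134) and with edgeR's likelihood-ratio test (adjusted p = 0.0436), an alternative added afterwards. Among the 13404 genes tested in both cell types, 173 had groups that did not overlap and moved in opposite directions. Another 132 moved in the same direction, so Irgm1 is one of many. A chance of 10% in each cell type gives 67 for each direction. More genes than that had separate groups, 17.0% in OPCs and 15.3% in neurons, which alone would raise both counts. No link between the cell types is read from them. Technical explanations remain open in both cell types. In OPCs, RNA of microglia may have contributed, since the 30 microglia markers all rose with a median log2 fold change of 1.31. In neurons, the median log2 fold change of 53 interferon and major histocompatibility complex genes was -1.03, further than that of the endothelial markers (-0.39) and the microglia markers (-0.68) but not than that of the T and NK cell markers (-1.04), so a smaller share of such cells and a lower expression in the cells cannot be told apart. The interferon list was lower in each dKO than in each ctl library, and its median relative to all genes stayed between -1.22 and -0.78 with any one library left out. The microglia, macrophage and T and NK cell lists moved more. Without ctl replicate 1 the microglia list had -0.057 and the macrophage list -0.11. The T and NK cell list had -1.73 without dKO replicate 1 and -0.61 without ctl replicate 3. The endothelial list did not move more, with -0.53 without dKO replicate 3 and -0.18 without dKO replicate 1. An effect of the dKO on interferon signalling was not tested.

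Trpc2 had a mean count of 37.3 in the dKO neuron libraries (19, 43 and 50) and 0 in each ctl library, in genes the paper does not discuss. Xntrpc, whose gene model overlaps it, showed the reverse, with 37, 50 and 24 counts in ctl and 0 in dKO libraries. The sum of both was 0.987 times as high in dKO as in ctl libraries, and the groups overlapped. This is consistent with reads being assigned to one or the other of the overlapping genes. Why the assignment follows the group is open, and a difference between runs of the authors' counting was not tested.

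Tex11 had a mean count of 31 in the dKO neuron libraries (14, 20 and 59) and 0 in each ctl library. The dKO counts exceeded the ctl counts by at least 14 both among the libraries with Y-linked counts and among those without. Among the libraries with at most 15 counts of Ddx3y, a Y-linked gene, Tex11 had 0 and 0 counts in ctl and 20 and 59 in dKO mice. Different shares of male and female mice would not give this difference, which argues against them as its whole cause. The libraries with more Y-linked counts are 1 per group and add little. Tex11 was picked for having 0 counts in each ctl library, and its counts are low, so no other cause is shown. The assignment of estimated counts to transcripts was not tested, nor was a biological explanation. In OPCs, Tex11 had 0, 0 and 2 counts in ctl and 0, 0 and 6 in dKO libraries.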

How the results depend on the processing

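The alternatives here were set before the data were examined, unless a sentence says that they were added afterwards. List values are median log2 fold changes relative to all genes tested, and a list's direction is that of the camera test, which can differ from the sign of a median near 0. The cause of a change was not tested unless the alternative itself shows it.

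At the default settings, 1 gene passed in OPCs and 0 in neurons, 1 of 12 tests of claim lists by direction and 0 by overlap passed, as did 20 of 28 tests of marker lists. RLE and upper-quartile normalization and filterByExpr kept each of these counts. Of the genes of Fig. 3E, 88 went in the direction the paper lists, and 85 to 94 across the alternatives. Cacna1c and Cacna1d in OPCs kept their direction and stayed short of the threshold in every fit.

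With DESeq2, 293 genes passed in OPCs and 88 in neurons, 2 list overlaps passed, the lipid metabolism list in OPCs changed direction (0.0097), and 18 genes near the targeted loci passed in OPCs and 1 in neurons. At an unadjusted p under 0.05, 2003 genes passed in OPCs and 1292 in neurons, and 6 list overlaps did. At 0.02, the numbers were 972, 543 and 4. Without the filter on low counts, 87 genes passed in OPCs, 7 claim lists by direction and 4 by overlap, and 9 genes near the loci. Fits without this filter add low-count genes to the background, which lowers the number an overlap test expects by chance. The lists that came to pass were actin cytoskeleton (0.093), Alzheimer's disease (0.031), exocytosis (0.15) and lysosome (0.042) in OPCs, and lysosome (-0.10) and Alzheimer's disease (-0.13) in neurons, while the exocytosis list in neurons changed direction (0.018).

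With the microglia markers as a covariate, 11 genes passed in OPCs, 0 claim lists by direction and 1 gene near the loci. The actin cytoskeleton (-0.10), Alzheimer's disease (-0.036) and senescence (0.035) lists in OPCs and the exocytosis list in neurons (0.015) changed direction, as did the lists of interferon genes (-0.31), endothelial cells (-0.69), microglia (0.024), mural cells (-0.30) and T cells (-0.11) in OPCs, and those of astrocytes (0.24) and microglia (0.052) in neurons. The covariate is made of the microglia list, so the change of that list follows from its construction. In OPCs the covariate also nearly follows the groups, so the adjusted difference there rests largely on dKO replicate 2. With protein-coding genes only, where the lists were adjusted over the 6 tests in OPCs, the lipid metabolism list in OPCs changed direction (-0.0062).

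With camera's correlation estimated from the data, or with fry, 0 claim lists and 0 marker lists passed, and the senescence list in OPCs (0.14 in both) no longer did.

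With the replicate number as a block, 27 genes passed in OPCs, 2 claim lists by direction and 3 genes near the loci; the Alzheimer's disease list in OPCs came to pass (0.0092) and the exocytosis list in neurons changed direction (0.011). The numbers do not pair the libraries, as the deviations of same-numbered libraries correlated at -0.11, 0.15 and 0.12 in OPCs and 0.17, -0.067 and -0.069 in neurons.

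The following were added after the data were examined. DESeq2 on all genes of the table gave 269 genes in OPCs and 85 in neurons, 5 claim lists by direction and 4 by overlap, and 18 genes near the loci in OPCs and 1 in neurons; actin cytoskeleton (0.095) and Alzheimer's disease (0.034) in OPCs and lysosome (-0.10) and Alzheimer's disease (-0.13) in neurons came to pass. The likelihood-ratio test gave 296 and 43 genes, 1 list overlap and 18 genes near the loci in OPCs. edgeR with bias-adjusted deviances gave 3 genes in OPCs, and robust dispersions changed no count of genes. A term for Y-linked counts, which in OPCs marks dKO replicate 2 alone, gave 180 genes in OPCs, 4 claim lists by direction and 4 by overlap, and 11 genes near the loci. Under it, actin cytoskeleton (0.14) and Alzheimer's disease (-0.0083) in OPCs and Alzheimer's disease (-0.12) in neurons came to pass, and the exocytosis list in neurons (0.0095) and Apoc1 in OPCs (-0.040) changed direction. At an unadjusted p under 0.05, 92 genes near the loci passed in OPCs and 44 in neurons, with 56 and 22 in the window of 5 Mb and 135 and 73 in that of 20 Mb. DESeq2 at an unadjusted p under 0.05 gave 2061 genes in OPCs and 1538 in neurons, and 2173 and 1592 on all genes of the table.

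Across the 6 fits that each left out one library, the number of genes in OPCs ranged from 1 to 199, the highest without dKO replicate 2, and claim lists from 1 to 4 by direction and from 0 to 4 by overlap, both highest without that library. Genes near the loci in OPCs ranged from 0 to 11. The lists in OPCs ranged from 0.031 to 0.14 for actin cytoskeleton, from -0.014 to 0.030 for Alzheimer's disease, from 0.030 to 0.11 for exocytosis, from -0.029 to 0.021 for lipid metabolism and from -0.017 to 0.042 for the lysosome. In neurons they ranged from -0.14 to -0.052 for actin cytoskeleton, from -0.23 to -0.058 for Alzheimer's disease, from -0.024 to 0.048 for exocytosis, from -0.089 to 0.027 for lipid metabolism and from -0.12 to -0.036 for the lysosome. Among marker lists, the ranges in OPCs were -0.13 to 0.44 for choroid plexus, -0.30 to 0.082 for ependymal cells and -0.19 to 0.91 for T cells, and in neurons -0.64 to 0.44 for astrocytes, -0.36 to 0.92 for erythrocytes, -1.10 to -0.057 for microglia, -1.33 to -0.11 for macrophages, -0.31 to 0.062 for mural cells, -0.093 to 0.64 for neurons and -1.23 to -0.090 for oligodendrocytes. Among genes, Apoc1 in OPCs ranged from -0.078 to 0.38, Cspg4 in OPCs from -0.0065 to 0.24 and Cd74 in neurons from -1.39 to 0.17.

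Among the other results, outside the fits that left out a library, named genes came to pass in 77 cases, and marker lists came to pass in 12 and no longer passed in 45. Not run were the fit of all 12 libraries, the test of the difference between OPCs and neurons with its alternatives, and protein-coding genes in neurons, since the tables were counted in different ways and the neuron table gives no gene type. A pseudocount did not apply.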

Differences from the paper's values

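For OPCs, the paper's adjusted p (legend of Supplementary Fig. 9) is 1.96E-6 for Cd74, 1.67E-4 for C1qa, 2.610E-4 for Grin2c, 7.44E-4 for Il1b, 1.12E-10 for Ldb3, 1.62E-7 for the gene it writes as Hdac, 0.01 for Prrt1 and 0.012 for Syt15. The value from edgeR's quasi-likelihood test was 0.234 for Cd74, 0.246 for C1qa, Grin2c, Il1b and Prrt1, 0.0714 for Ldb3 and for Hdac1, and 0.286 for Syt15. For neurons, the paper's adjusted p (legend of Supplementary Fig. 10) is 4.36E-3 for Znrf2, 0.0138 for Insm1, 0.015 for Sulf1, 0.028 for Slit1, 0.044 for Aurka, 0.014 for B2m, 0.015 for Irgm1, 0.015 for Casp12, 0.015 for the gene it writes as Psm8, 0.027 for H2-K1, 0.033 for Usp53, 0.036 for Pla2g4a and 0.037 for Apod. The value here was 0.521 for each of these 13 genes, with Psmb8 taken for Psm8.

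Of the alternatives set before the data were examined, DESeq2, the tool the paper's methods name, gave an adjusted p under 0.05 for all 21 genes and a value within 1.5 times the paper's for 14 of them, which leaves out Cd74, C1qa, Grin2c, Ldb3 and Hdac1 in OPCs and Znrf2 and Usp53 in neurons. The others gave no value within 1.5 times the paper's. Among them, leaving out the filter on low counts called 6 of the genes in OPCs, leaving out dKO replicate 2 called 6, the replicate block called 5 and the microglia covariate called 1, Ldb3. DESeq2 on all genes of the table, which was chosen after seeing the values, came within 1.5 times the paper's value for all 21 genes. The likelihood-ratio test, also chosen after seeing the values, called 17 genes and came within 1.5 times for 8, and the term for Y-linked counts, likewise added, called 6.

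The paper shows about 1200 genes higher and about 940 lower in dKO OPCs (Supplementary Fig. 9D, read by eye), and about 880 higher and about 720 lower in dKO neurons (Supplementary Fig. 10C, read by eye). Here 0 were higher and 1 lower in OPCs, and 0 and 0 in neurons, at an adjusted p under 0.05. At an unadjusted p under 0.05, an alternative set before the data were examined, the counts were 1088 and 915 in OPCs and 712 and 580 in neurons, within 1.5 times the paper's. Without ctl replicate 2 they were 630 and 476 in OPCs, and without ctl replicate 1 they were 473 and 307 in neurons, which are not. At that threshold, DESeq2 on the same genes gave 1158 and 903 in OPCs and 834 and 704 in neurons, and DESeq2 on all genes of the table gave 1223 and 950 in OPCs and 873 and 719 in neurons. These combinations were chosen after seeing the values and also come within 1.5 times the paper's. No fit at an adjusted p under 0.05 did. The authors' deposited OPC table holds 1223 genes higher and 950 lower at an unadjusted p under 0.05, and 185 and 84 at an adjusted p under 0.05.

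The paper states that genes of neurodegeneration and senescence, with Apoc1, Pla2g4a and Cd74 as examples, were higher in both cell types of the mutant mice. Here the log2 fold change of Pla2g4a was -0.41 in OPCs and -1.01 in neurons, that of Cd74 was 2.27 in OPCs and -1.01 in neurons, and that of Apoc1 was 0.13 in OPCs and 1.53 in neurons. The legend of Supplementary Fig. 10 also names Pla2g4a among the genes that decreased in neurons. The median log2 fold change of the senescence list was 0.14 in OPCs and -0.04 in neurons, and that of the Alzheimer's disease list was 0.01 in OPCs and -0.12 in neurons.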

Other observations

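The tests of the DESeq2 counts by regrouping, of Hdac1 and of the share of oligodendrocyte RNA, and the unadjusted threshold and comparison of signs for genes near the targeted loci, were chosen after the results were seen. The test of 1520401A03Rik was chosen after its decrease in OPCs was seen and before its counts in neurons were. The tests of microglial and astrocyte RNA were set earlier, but after the paper's list of OPC genes had been read.

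With edgeR, 1 of the 10 splits of the 6 OPC libraries gave as many genes with an adjusted p under 0.05 as the real one, which is the real split itself, and in neurons all 10 splits did, which says nothing because the real split has 0 genes. With DESeq2, 1 of the 10 splits of the OPC libraries gave as many genes, with 126 in the next. In neurons, 2 of the 10 did: the split of ctl replicates 1 and 3 and dKO replicate 1 against the others gave 92 genes where the real split gave 88. With 10 splits, the share cannot fall under 0.1, so for the count of genes in OPCs with either tool, and in neurons with DESeq2, chance cannot be told apart from an effect.

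Markers of other cells rose in the dKO OPC libraries. The 30 microglia markers all rose, with a median log2 fold change of 1.31, and so did the 30 astrocyte markers, with a median of 1.14. Each dKO library scored above each ctl library for both lists, although for microglia dKO replicate 2 did so narrowly, at 3.66 against 3.65. Without dKO replicate 3 the microglia value relative to all genes was 0.96, and without dKO replicate 2 the astrocyte value was 0.66. More microglial and more astrocyte RNA in these libraries are candidate explanations for part of the genes the paper lists in OPCs. Neither list passed with fry (adjusted p = 0.351 for microglia and 0.320 for astrocytes). Abundant markers of oligodendrocytes fell, with a median of -0.37, which relative to all genes was -0.22 without ctl replicate 2. A lower share of oligodendrocyte RNA would raise the markers of the other cells alike. The microglia score moved apart from the endothelial score by a gap of 0.496 between the groups, more than the 0.276 that it spread within a group. Of the 11 lists compared, this was the only one with such a gap. The groups were separate for 2 of the 11, where chance gives 1.1, and the rule was set after the values were seen. This comparison therefore cannot decide. A lower share of oligodendrocyte RNA, more microglia and a change within microglia stay open. For astrocytes the largest gap was 0.263, against ependymal cells, within a spread of 0.966, so a lower share of oligodendrocyte RNA cannot be told apart from more astrocytes or a change within them.

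Hdac1 fell by 1.02 on the log2 scale in dKO OPCs, while Hdac1-ps rose. The rise of the pseudogene covers 28.2% of the fall in normalized counts, and the summed count had a log2 fold change of -0.61 (adjusted p = 0.224, edgeR), against an adjusted p of 0.0714 for Hdac1 alone. Neither passed the threshold with the quasi-likelihood test. The sum was still lower in each dKO library (646 to 745) than in each ctl library (1030 to 1149). Its fall exceeded its standard error of 0.11 on the log2 scale. A shift of reads from Hdac1 to Hdac1-ps is thus unlikely to be the whole cause of the decrease. Reads counted on neither would lower the sum too, and these were not examined. Another pseudogene that rose, Nudc-ps1 (log2 fold change 1.57), was not joined by a decrease of Nudc (0.12). A shift could account for part of the decrease.

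1520401A03Rik fell to near 0 in each dKO OPC library. A strain variant or a deletion carried by the dKO mice would remove it from neurons too, but the ctl neuron libraries held a total of 0 counts of it, so this test decides nothing and the cause of the decrease stays open.

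Genes within 10 Mb of Cacna1c, Cacna1d or Cspg4 had an unadjusted p under 0.05 in 16.1% of cases in OPCs, against 11.4% of other genes (one-sided Fisher's exact test, p = 0.000565). In neurons the shares were 9.34% and 9.04% (p = 0.435, Fisher's exact test). Of the 70 such OPC genes that were also tested in neurons, 45.7% had the same sign there (95% interval 33.7 to 58.1, exact Clopper-Pearson), against 41.5% of the genes elsewhere. Flanking DNA of another strain around the engineered alleles would act in both cell types and in the same direction. This holds only if the ctl mice lack these alleles, which the paper's text does not state. The excess is a small part of these genes, and if each gene of it kept its sign the share would be 58.6%, the most this explanation allows and barely above the interval, which also holds the share elsewhere. The neuron libraries vary more, which would lower that share, so flanking DNA and an effect of the dKO cannot be told apart here. The same holds for Ldb3 and Syt15, which start at 34248560 and 33941552 on chromosome 14, within 10 Mb of Cacna1d.

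The libraries differed in sex-linked genes. In OPCs, dKO replicate 2 had 14983 counts of Xist and 0 of Ddx3y, while the other 5 libraries had at least 1933 counts of Ddx3y. In neurons, ctl replicate 1 had 3099 and dKO replicate 1 had 2577 counts of Ddx3y, and the other libraries at most 15. In the neuron libraries, erythrocyte markers had a mean log2 CPM of 8.78 in ctl and 9.22 in dKO mice, and choroid plexus markers 6.47 and 7.49. Markers that rose or fell past the camera threshold in neurons but without a rotation or estimated-correlation call were those of choroid plexus (median 1.10), ependymal cells (0.73), dividing neuroblasts (0.52), neurons (0.51), endothelial cells (-0.39), microglia (-0.68), oligodendrocytes (-0.79), macrophages (-0.95), T and NK cells (-1.04) and interferon genes (-1.03). In OPCs, besides microglia, astrocytes and oligodendrocytes, they were macrophages (0.92), neurons (0.42), OPCs (0.42), endothelial cells (0.41), mural cells (0.39), interferon genes (0.34) and dividing neuroblasts (0.29). Leaving out 1 library moved several of these values. Relative to all genes, in OPCs without dKO replicate 3 they were 0.13 for endothelial cells, 0.14 for mural cells, 0.070 for interferon genes, 0.12 for dividing neuroblasts and -0.19 for T and NK cells, and without dKO replicate 2 they were 0.21 for neurons and 0.15 for OPCs. In neurons without dKO replicate 1 they were 0.67 for choroid plexus, 0.47 for ependymal cells, -0.18 for endothelial cells and -0.093 for neurons, and without ctl replicate 1 they were -0.057 for microglia, -0.11 for macrophages, -0.090 for oligodendrocytes and -0.15 for OPCs. The lists that did not pass were choroid plexus (0.09), ependymal cells (-0.10), erythrocytes (0.35) and T and NK cells (0.65) in OPCs, and astrocytes (-0.38), erythrocytes (0.38), mural cells (-0.13) and OPCs (-0.31) in neurons.

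Cdkn2a, the gene of the senescence marker that the paper stained in neurons at 12 months of age, had at most 1 count in each neuron library and was not detectable at this depth.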
